# Klf9 is a key feedforward regulator of the transcriptomic response to glucocorticoid receptor activity

**DOI:** 10.1038/s41598-020-68040-z

**Published:** 2020-07-10

**Authors:** Ian Gans, Ellen I. Hartig, Shusen Zhu, Andrea R. Tilden, Lucie N. Hutchins, Nathaniel J. Maki, Joel H. Graber, James A. Coffman

**Keywords:** Computational biology and bioinformatics, Developmental biology, Genetics, Molecular biology, Neuroscience, Physiology, Systems biology, Zoology, Endocrinology

## Abstract

The zebrafish has recently emerged as a model system for investigating the developmental roles of glucocorticoid signaling and the mechanisms underlying glucocorticoid-induced developmental programming. To assess the role of the Glucocorticoid Receptor (GR) in such programming, we used CRISPR-Cas9 to produce a new frameshift mutation, GR^369-^, which eliminates all potential in-frame initiation codons upstream of the DNA binding domain. Using RNA-seq to ask how this mutation affects the larval transcriptome under both normal conditions and with chronic cortisol treatment, we find that GR mediates most of the effects of the treatment, and paradoxically, that the transcriptome of cortisol-treated larvae is more like that of larvae lacking a GR than that of larvae with a GR, suggesting that the cortisol-treated larvae develop GR resistance. The one transcriptional regulator that was both underexpressed in GR^369-^ larvae and consistently overexpressed in cortisol-treated larvae was *klf9*. We therefore used CRISPR-Cas9-mediated mutation of *klf9* and RNA-seq to assess Klf9-dependent gene expression in both normal and cortisol-treated larvae. Our results indicate that Klf9 contributes significantly to the transcriptomic response to chronic cortisol exposure, mediating the upregulation of proinflammatory genes that we reported previously.

## Introduction

The vertebrate hypothalamus–pituitary–adrenal (HPA) axis orchestrates physiological, behavioral, and metabolic adjustments required for homeostasis, by dynamically regulating production and secretion of adrenal steroids known as glucocorticoids. In humans the primary glucocorticoid is cortisol, the biological activity of which is mediated by two regulatory proteins in the nuclear receptor family, the ubiquitous glucocorticoid receptor (GR) and the more tissue-restricted mineralocorticoid receptor (MR). The GR binds cortisol less avidly than the MR and is thus more dynamically regulated over the normal physiological range of cortisol fluctuations^1,2^. The GR and MR function both as transcription factors and as non-nuclear signaling proteins, including in the central nervous system where both proteins are highly expressed^1–5^. Given that the GR is more widely expressed and more dynamically regulated by cortisol, it is generally thought to be the principal mediator of cortisol-induced genomic responses to circadian rhythms and acute stress^5^. An important question for understanding GR function is what downstream transcriptional regulatory genes does it regulate, and to what end? Answering this question is not only important for understanding the physiological function and regulation of the GR, but also for deciphering the gene regulatory networks that orchestrate adaptive developmental programming in response to chronic glucocorticoid exposure such as occurs with chronic early life stress^6^.

The zebrafish has recently emerged as a model system well-suited to investigating the developmental functions of glucocorticoid signaling and mechanisms underlying stress-induced developmental programming^7–11^. As in humans, the endogenous glucocorticoid in zebrafish is cortisol, which is produced by the interrenal gland, the functional equivalent of the mammalian adrenal. Thus, the zebrafish homolog of the HPA axis is the Hypothalamus-Pituitary-Interrenal (HPI) axis. Eight different zebrafish GR mutants have been described in the literature to date^12–15^. The first of these, *gr*^*s357*^, is a missense mutation that substitutes a cysteine for an arginine in the DNA binding domain, abolishing GR DNA binding activity^12^. The other mutations, all produced by targeted mutagenesis using CRISPR-Cas9 or TALEN technology, consist of frameshift indels in exons 2 and 5^13–15^, which respectively encode domains N- and C-terminal to the DNA binding domain (see Fig. 1). All of the zebrafish GR mutants manifest behavioral defects but are viable as homozygotes.

**Figure 1:**
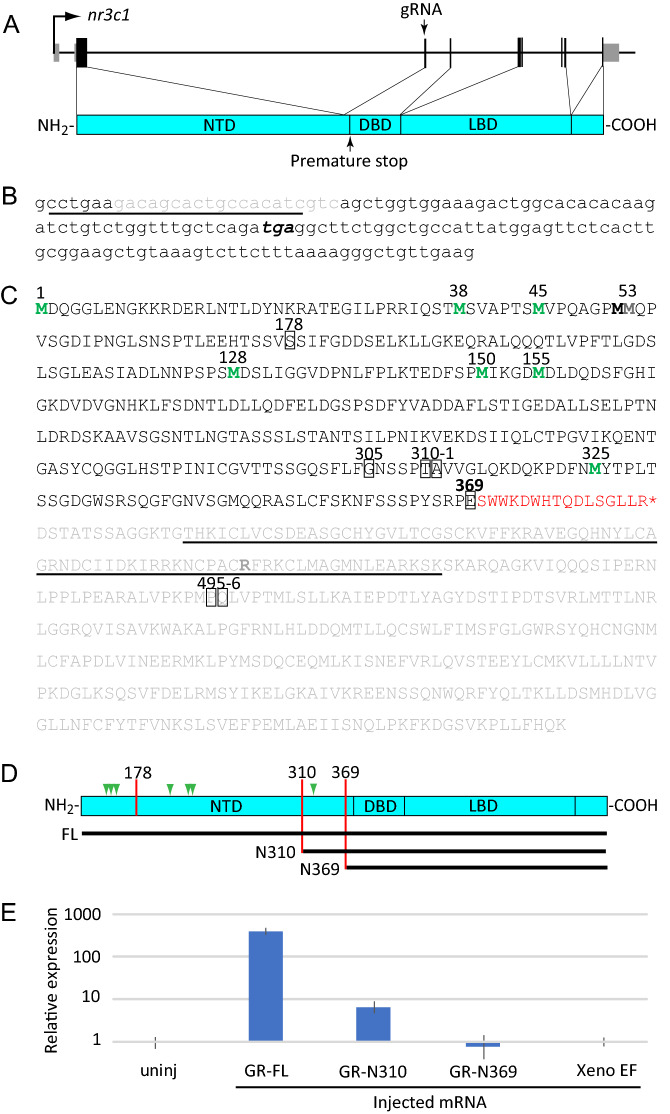
A new CRISPR-Cas9-induced mutation of the zebrafish GR**.** (**A**) Schematic of the *nr3c1* gene and encoded GR showing location of the targeted sequence and resulting premature stop codon with respect to the protein domains: N-terminal domain (NTD), DNA binding domain (DBD), and ligand binding domain (LBD). (**B**) Nucleotide sequence of *nr3c1* exon 3, showing sequence targeted by the gRNA (underlined), the 20 base deletion resulting from injection of that gRNA and Cas9 mRNA (gray), and the resulting premature stop codon (bold italic). (**C**) Predicted amino acid sequence of the full-length zebrafish GR, plus the extra amino acids introduced by the frameshift shown in (**B**) (red font). The sequence eliminated by the premature stop is shown in gray, with the DBD underlined. Methionines corresponding to potential alternative initiation sites are shown in green. The positions of all reported frameshift mutations (including that reported here, E369) are boxed. The arginine that is changed to a cysteine in the *gr*^*s357*^ mutation is shown in orange. (**D**) Schematic of the GR showing locations of the two previously reported exon 2 frameshift mutations resulting in truncations at amino acids 178 and 310, and the one in exon 3 reported here truncating at amino acid 369, and residues included in N310 and N369 mRNA constructs produced for microinjection. (**E**) Relative expression of *fkbp5* in 6 hpf homozyogous GR^369-^ embryos, either uninjected or injected with mRNA encoding full-length GR (GR-FL), N-terminally truncated GR isoforms (GR-N310 and GR-N369), or a nonspecific control mRNA encoding *Xenopus* elongation factor 1α (Xeno EF).

We showed previously that zebrafish larvae treated chronically with 1 µM cortisol upregulate proinflammatory genes and give rise to adults that maintain chronically elevated cortisol and dysregulated expression of those same genes^9^. Thus in zebrafish, chronic cortisol exposure during early development results in persistent, long-term dysregulation of the HPI axis and gene expression downstream thereof, a ‘developmental programming’ effect similar to what has been observed with early life stress in mammals^9,11^. To ask whether and to what extent that developmental programming depends on the GR, we used CRISPR-Cas9 technology to mutate the GR-encoding gene *nr3c1*. Here we report a new loss-of-function mutation, consisting of a deletion in *nr3c1* exon 3 that results in a frameshift and premature stop codon immediately upstream of the DNA binding domain which eliminates GR activity as a transcriptional activator. Using this mutant line, we performed an RNA-seq experiment to identify genes regulated by the GR and to parse GR-dependent and GR-independent effects of chronic cortisol treatment on larval gene expression. We found that most of the transcriptomic effects of the chronic cortisol treatment are mediated by the GR and identified *klf9*, which encodes a ubiquitously expressed^16^ member of the krüppel-like family of zinc finger transcription factors, as the one regulatory gene consistently upregulated by the GR under both normal conditions and in response to chronic cortisol treatment. We therefore used CRISPR-Cas9 to mutate *klf9* and RNA-seq to interrogate its role with respect to the transcriptomic response to chronic cortisol treatment. Our results indicate that *klf9* mediates the cortisol-induced upregulation of pro-inflammatory genes that we reported previously^9^, and suggest that *klf9* is a core feedforward regulator of the transcriptional response to glucocorticoid signaling.

## Results

### A frameshift deletion introduced into exon 3 of zebrafish *nr3c1* eliminates GR transcriptional function

To mutate the GR, we employed CRISPR-Cas9 using a guide RNA (gRNA) that targets *nr3c1* exon 3 (the second coding exon; Fig. 1A). This resulted in a 20 base deletion and frameshift that introduces sixteen new amino acids after E369, followed by a premature translational stop immediately upstream of the DNA binding domain (Fig. 1B,C), a mutation hereafter referred to as GR^369-^. F0 males with GR^369-^ in the germline were identified and outbred to wild-type (AB) females, and siblings of that cross were mated to generate F2s, from which homozygous males and females were identified. Homozygous GR^369-^ males crossed with wild-type females produced viable embryos, whereas most homozygous GR^369-^ females crossed with either mutant or wild-type males produced embryos that all died within 24 h of fertilization. However, one produced 10 viable offspring that were raised to adulthood, suggesting that maternal GR is not essential for early development. However, earlier studies using morpholino antisense-mediated knockdown of the GR did suggest that maternal GR is essential for early development^17,18^, so it is also possible that the mutants but not the morphants are able to compensate for loss of maternal GR as has been documented for other genes^19^. When inbred these F3 fish produced no viable offspring. However, females homozygous for GR^369-^ following another generation of outcrossing produced variable numbers of viable offspring. These results suggest that loss of GR function may compromise egg quality, albeit in a context-dependent way.

The zebrafish *nr3c1* transcript has multiple AUG codons that could potentially initiate translation to allow production of alternative N-terminal isoforms from a single mRNA (Fig. 1C,D; Fig. S1), as occurs with human *nr3c1*^20^ and some other transcription factors (e.g.^21^). One potential in-frame initiation codon upstream of the DNA binding domain lies downstream of all previously reported frameshift mutations in exon 2^13–15^ (Fig. 1C,D), suggesting that *nr3c1* mRNA transcribed in those mutants might still allow translation of an N-terminally truncated GR isoform with an intact DNA binding domain. To assess the transcriptional activity of different N-terminal isoforms we injected homozygous GR^369-^ zygotes with mRNA encoding full-length GR (FL) or GRs lacking the first 310 or 369 amino acids of the full-length GR (N310 and N369, Fig. 1D). The N310 mRNA corresponds to the shortest translation initiation variant with a DNA binding domain potentially available to the previously described exon 2 mutants^13–15^, whereas the N369 corresponds to what is available in GR^369-^ mutants. The embryos were collected at 6 h post fertilization (hpf) and quantitative reverse transcription and polymerase chain reaction (qRT-PCR) was used to measure the expression of the GR-target gene *fkbp5*. Unlike uninjected embryos or embryos injected with N369 or a *Xenopus* control mRNA, embryos injected with N310 mRNA upregulated *fkbp5*, indicating that N310 retains activity as a transcription factor (Fig. 1E). Zygotes injected with mRNA encoding full length GR showed ~ 50-fold stronger upregulation of *fkbp5* than those injected with N310 (Fig. 1E). We conclude that the previously described *nr3c1* exon 2 frameshift mutations^13–15^ strongly abrogate but do not abolish the potential to translate a GR with transcriptional function (although for one of those mutants it was shown that *nr3c1* transcript levels were also significantly reduced, likely through nonsense-mediated decay^13^) , whereas GR^369-^ eliminates potential for translating a transcriptionally active GR.

### RNA-seq shows that the transcriptomic response to chronic cortisol treatment is largely GR-dependent but converges with that caused by loss of GR function

To identify GR-dependent zygotic gene expression and assess the extent to which the GR contributes to the transcriptional effects of chronic cortisol exposure^9^, we used a visual background adaptation (VBA) assay to identify homozygous GR^369-^ larvae from a heterozygous cross. This assay makes use of the fact that larval melanophores mount a camouflaging response to changes in background, dispersing when larvae are transferred from the dark to a light background^12^. This response is mediated by the GR, so larvae lacking a functional GR can be identified as those in which melanophores fail to respond, remaining clustered in a dark patch after transfer to a light background. At four days post fertilization (dpf) we used the VBA screen to separate homozygous GR^369-^ (VBA-) larvae from their heterozygous and wild type (VBA +) siblings developed under normal (vehicle-treated) conditions or in medium supplemented with 1 µM cortisol (Fig. 2A). In support of the screen’s validity, the number of VBA- larvae was ~ 1/4 of the total number of larvae, the expected Mendelian ratio for homozygous mutants. Moreover, in a pilot experiments high resolution melt analysis (HRMA) showed that the screen effectively segregated homozygous mutants from mixed heterozygotes and wild-type larvae at 4 dpf (data not shown), and qRT-PCR showed that the VBA- larvae underexpress *nr3c1* (Fig. S2A), likely owing to nonsense-mediated decay. The larvae developed for another day under the same conditions (vehicle- or cortisol-treated), at which time four biological replicates of each sample were collected for RNA-seq (Fig. 2A).

**Figure 2:**
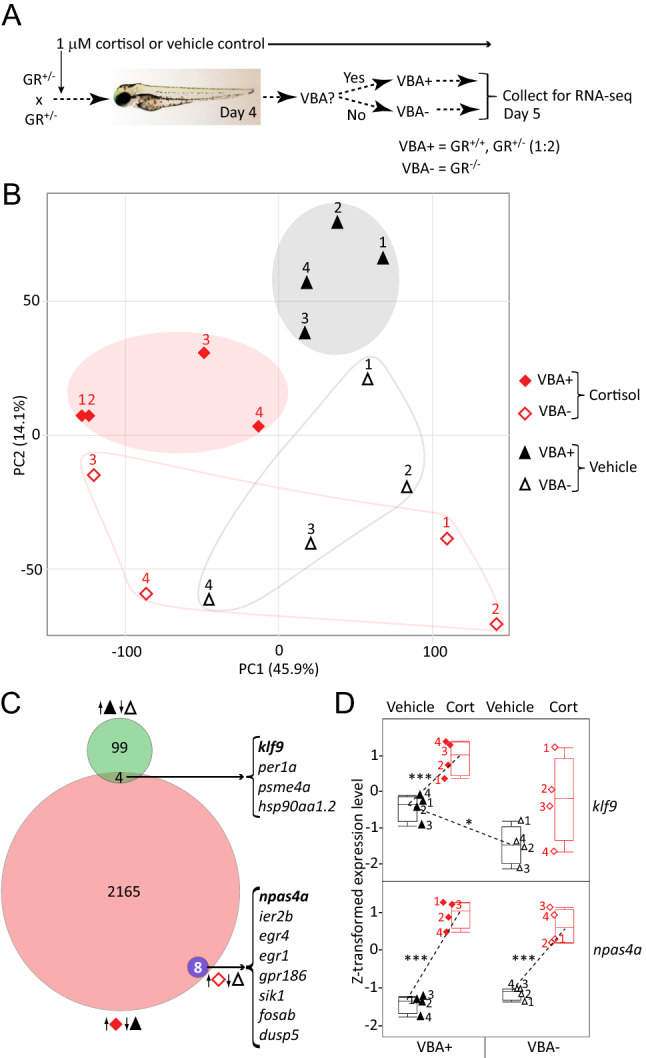
RNA-seq identifies GR-dependent and GR-independent genes and effects of chronic cortisol treatment. (**A**) Diagram of experimental design using Visual Background Adaptation (VBA) selection. (**B**) Principal component plot of the RNA-seq data, showing the location of each replicate sample with respect to the first two principal components. Cortisol-treated samples are shown in red, vehicle-treated controls in black. VBA+ samples (containing at least one functional GR allele) are filled shapes, VBA- samples are empty shapes. (**C**) Venn diagram showing numbers of genes upregulated in each of the indicated comparisons (keyed as in (**A**)): VBA+ vs. VBA- (vehicle-treated controls); cortisol-treated vs. vehicle-treated VBA+; and cortisol-treated vs. vehicle treated VBA-. Upregulated genes in common respectively between the first two and the last two comparisons are listed on the right. (**D**) Box plots of Z-transformed expression levels of *klf9* and *npas4a* obtained from the RNA-seq data. Sample numbers correspond to those in (**B**). Asterisks indicate significant differential expression (adjusted p values): ***< .0001; *< .05.

A principal component analysis (PCA) of the RNA-seq data indicated that 60% of the variance in gene expression among samples is captured in the first two PCs, which respectively correlate with the two treatments (chronic cortisol and absence of a GR, respectively accounting for 46% and 14% of the variance; Fig. 2B). The VBA- samples again underexpressed *nr3c1*, indicating that the VBA screen was effective in identifying homozygous mutants (Fig. S2B). The eight VBA+ (i.e. mixed wild type and heterozygous mutant) samples cluster according to whether they were treated with cortisol, with the two clusters (cortisol-treated and vehicle-treated controls) segregating toward opposite poles of PC1. This is not the case in the VBA- (i.e. homozygous GR^369-^) fish, the four cortisol-treated replicates of which are widely dispersed along PC1. This indicates that the global effect of the cortisol treatment captured in PC1 is GR-dependent and suggests as well that gene expression is less constrained overall in larvae lacking a GR. PC2 correlates with the presence and absence of a GR (VBA+ vs. VBA− respectively). Interestingly, along PC2 chronic cortisol treatment displaces the VBA+ transcriptome toward the VBA- pole, suggesting that the cortisol-treated fish adapt to the exposure by developing GR resistance.

The regulatory roles of the GR were further assessed by analyzing differential gene expression (DGE) between pairs of treatments, using an adjusted *p *value (false-discovery) threshold of 0.05 as the criterion for differential expression. Comparison of VBA+ and VBA- larvae identified 405 genes affected by loss of the GR in 5-dpf larvae, 103 of which are underexpressed (Fig. 2C) and 302 of which are overexpressed in VBA- larvae compared to their VBA+ counterparts (Fig. S3A). Gene ontology (GO) analysis shows that the underexpressed genes (i.e. genes normally upregulated by the GR) are involved in sugar metabolism and response to heat, whereas the overexpressed genes (i.e. genes that are normally downregulated via the GR) are involved in basement membrane organization, epidermis development, cell adhesion, locomotion, and growth (Figs. S3 and S4; Table S1).

A DGE analysis comparing cortisol-treated VBA+ fish to their vehicle-treated VBA+ counterparts showed that in cortisol-treated larvae with a functional GR, 4,298 genes were differentially expressed (Fig. S3B), 2,177 of which were upregulated (Fig. 2C) and 2,121 of which were downregulated. GO enrichment analysis of the upregulated genes identified biological processes related to nervous system development and function as well as cell adhesion, locomotion, and growth, whereas the downregulated genes were largely involved in protein synthesis and metabolism (Figs. S5, S6; Table S2). Interestingly, the transcriptome of cortisol-treated VBA+ larvae overlapped more with that of vehicle-treated VBA- larvae than with that of vehicle treated VBA+ larvae (Fig. S3C, Table S3), and accordingly, many of the biological processes affected by the absence of GR function in VBA- larvae were similarly affected by the chronic cortisol-treatment in VBA+ larvae (Fig. S8). This again suggests that the latter larvae develop a GR resistant phenotype. This resistance is probably not associated with any effect on levels of the GR or MR in the cortisol-treated larvae, as neither *nr3c1* nor *nr3c2* displays significant differential expression in response to the cortisol treatment.

We reasoned that some of the transcriptomic effects of the cortisol treatment might stem from GR-induced upregulation of a GR target gene that functions as a feedforward transcriptional regulator of GR signaling. To the extent that basal expression of such a gene depends on the presence of a GR it might be expected to be underexpressed in VBA- larvae (which lack GR function) but upregulated in VBA+ larvae in response to chronic cortisol (i.e., opposite of the predominant trend noted above). Of the 2177 genes upregulated in cortisol-treated VBA+ larvae only four were basally underexpressed in VBA- larvae (Fig. 2C), two of which encode transcription factors: *klf9* and *per1a*. Of these, only *klf9* was also found to be significantly upregulated in our previous RNA-seq analysis of the effects of chronic cortisol treatment in wild-type fish (Fig. S3C), being one of the most highly upregulated transcription factors^9^. A plot comparing *klf9* expression in each of the conditions reveals that the GR contributes to both its normal developmental expression and its upregulation in response to the cortisol treatment (Fig. 2D), which was confirmed by qRT-PCR in another experiment (Fig. S2C). However, the plot also suggests that cortisol affects *klf9* in a GR-independent fashion, albeit more variably, as indicated by the range of expression levels in the cortisol-treated VBA- samples shown in Fig. 2D, which correlate with the spread of the cortisol-treated VBA- samples along PC1 shown in Fig. 2B.

In contrast to the situation in VBA+ larvae, only 8 genes were differentially expressed in cortisol-treated VBA- larvae compared to their vehicle-treated VBA- siblings, all of them upregulated (Fig. 2C, Fig. S3D). The genes included the immediate early genes (IEGs) *npas4a*, *egr1*, *egr4*, *fosab*, and *ier2b* (Fig. 2C, Fig. S9). The GR-independence of their cortisol-induced upregulation is clearly seen in a plot of the expression levels of the most highly upregulated gene of this set, *npas4a* (Fig. 2D), a neuronal IEG that along with the other IEGs was also found to be upregulated in our previous RNA-seq analysis of cortisol-treated larvae (Fig. S3D)^9^. This indicates that the GR mediates nearly all the transcriptomic effects of chronically elevated cortisol, except for a small subset that appears to relate to neuronal activity.

### A frameshift deletion introduced into exon 1 of zebrafish *klf9* eliminates the DNA binding domain and significantly reduces expression of the mature transcript

The fact that *klf9* was the transcriptional regulatory gene most consistently found to be upregulated by chronic cortisol exposure in a GR-dependent way suggested that it may contribute to the transcriptomic effects of the exposure. To test this, we mutated *klf9* using CRISPR-Cas9 with a gRNA that targets exon 1 (Fig. 3A,B). This resulted in a frameshift mutation upstream of the DNA binding domain (Fig. 3A,B), producing a transcript encoding a truncated protein predicted to lack function as a transcription factor. *Klf9* loss-of-function mutations are viable in mice^22^ and similarly, the *klf9* mutant fish were viable and fertile when bred to homozygosity, although mutant embryos survive at a lower rate than wild type (data not shown).

**Figure 3:**
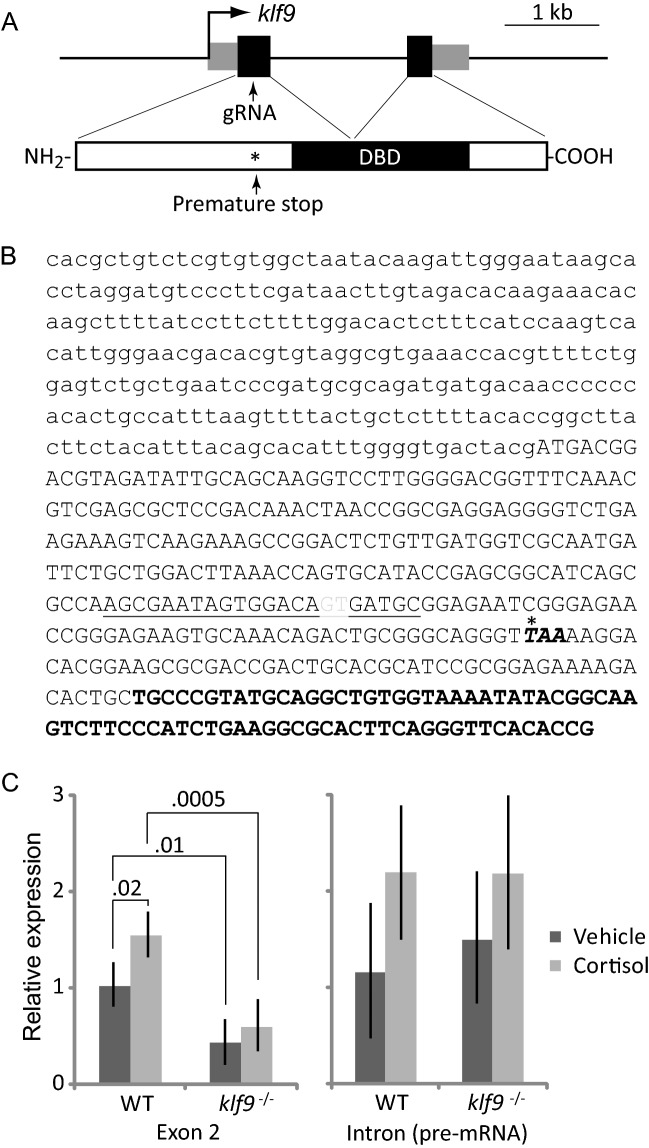
CRISPR-Cas9-mediated disruption of zebrafish *klf9*. (**A**) Schematic of the *klf9* locus and encoded protein showing location of the gRNA target in exon 1, which introduces a premature stop codon upstream of the DNA binding domain. (**B**) Sequence of *klf9* exon 1, with 5′ untranslated region in small case and coding sequence in upper case. The location of the 2 base pair deletion generated by CRISPR is shown in gray font; the gRNA target sequence is underlined; and the premature stop codon introduced by frameshift is noted with an asterisk. (**C**) Effect of chronic cortisol treatment and the frameshift mutation on relative levels of *klf9* mRNA and pre-mRNA, measured by qRT-PCR. The results show the averages and SEM of three biological replicates; significance values were obtained by ANOVA.

To ask how the mutation affects *klf9* expression we used qRT-PCR to compare *klf9* transcript levels in wild type and *klf9* homozygous mutant (hereafter referred to as *klf9*^-/-^) larvae under both normal conditions and in response to chronic cortisol treatment. This provided further confirmation that the cortisol treatment leads to upregulation of *klf9* and revealed that *klf9* mRNA levels are significantly reduced in the *klf9*^-/-^ larvae, probably due to nonsense-mediated decay triggered by the premature stop codon (Fig. 3C). In support of this possibility, there was no significant effect on *klf9* pre-mRNA levels, measured by qRT-PCR of the intron (Fig. 3C). We conclude from these experiments that the frameshift mutation introduced into *klf9* exon 1 abrogates Klf9 function.

### RNA-seq shows that *klf9* is required for the pro-inflammatory transcriptomic effects of chronic cortisol treatment

To identify Klf9 target genes and ask whether Klf9 contributes to the transcriptomic response to cortisol treatment we used RNA-seq to query gene expression in 5-dpf wild type and *klf9*^-/-^ mutant larvae from sibling parents, developed both normally and in the presence of 1 µM cortisol. 

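RNA was measured in 16 samples of 10 larvae each at 5 dpf, with 4 samples for each combination of genotype (wild type, WT, or *klf9*-/-) and treatment (vehicle, or 1 µM cortisol from 4 hpf). All larvae of a condition came from 1 dish, so the 4 replicates of a condition are samples of the same dish. The samples were collected 3 h after lights-on, within 22 min. RNA of replicates 1 and 2 was prepared on day 1 and RNA of replicates 3 and 4 on day 2. The authors deposited log2 values of normalized counts, to which 0.1 had been added. They had normalized the counts with EDASeq, for GC content within each sample and by full-quantile normalization between samples. Every sample therefore holds the same set of values, with a sum of 14653434 normalized counts, and the number of reads behind each value is unknown. From these values, the 21479 genes with a mean of at least 5 normalized counts were tested with limma, in a model with a mean for each of the 4 conditions, preparation day as a covariate and a trend in the variance. Adjusted p-values are Benjamini-Hochberg values over all genes tested, and all tests of single genes are two-sided. The *klf9* transcript (ENSDARG00000068194) lies on chromosome 5 of GRCz11 from 26075230 to 26078165. Vehicle-treated WT larvae had 233 ± 47.2 (SD, n = 4) normalized counts of it and cortisol-treated WT larvae 384 ± 85.4 (SD, n = 4), where replicate 2 (511 normalized counts) lay above the other replicates (330 to 354). The values in *klf9*-/- larvae were 106 ± 23.7 (SD, n = 4) with vehicle and 122 ± 15.5 (SD, n = 4) with cortisol. In vehicle-treated larvae the log2 difference between *klf9*-/- and WT was −1.14 (SE 0.18, adjusted p = 0.0096), with lower values in *klf9*-/- larvae in 4 of 4 pairs of same-numbered replicates. Cortisol raised *klf9* by 0.72 (SE 0.18, adjusted p = 0.030) in WT larvae, in 4 of 4 pairs, and by 0.22 (SE 0.18, adjusted p = 0.44) in *klf9*-/- larvae, in 2 of 4 pairs. Leaving out single samples raised the adjusted p in WT larvae to at most 0.11. The exact permutation test gave p = 0.029 for the cortisol effect in WT larvae, the smallest p that 4 samples against 4 allow, and p = 0.31 for that in *klf9*-/- larvae. The cortisol effect in WT larvae exceeded that in *klf9*-/- larvae by 0.50 (SE 0.26, adjusted p = 0.90).

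**Figure D1:**
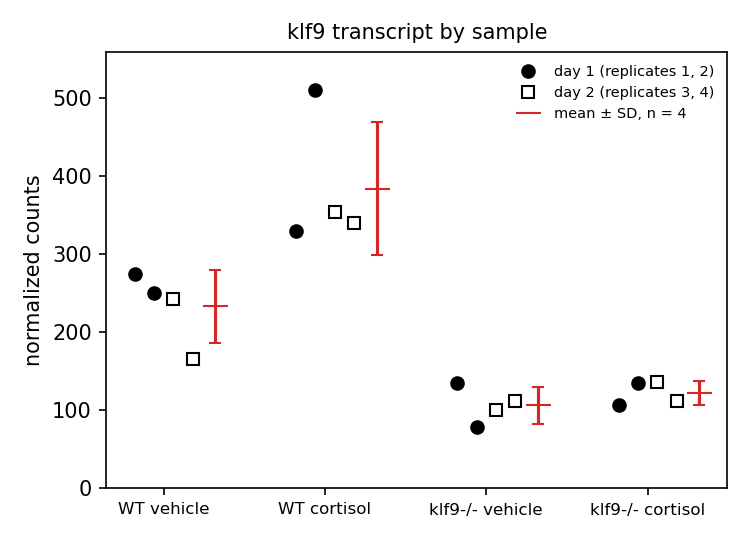
Normalized counts of *klf9* in each sample, by condition and preparation day, with the mean and SD of each condition. The *klf9*-/- samples lie between 78 and 136 normalized counts and the WT samples between 165 and 511.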

Samples were collected at the same time on day 5 post-fertilization as in the previous GR knockout experiment and processed similarly. However, PCA revealed the largest source of variance in this experiment was not due to genotype or treatment, but rather the order in which the samples were collected and processed (Fig. S10A). 

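PCA of the deposited log2 values, each gene scaled to unit variance, used the 8884 genes with a mean of at least 7.5 on the log2 scale. The first component held 58.3% of the variance, and 73.3% when the genes were centred but not scaled. Its scores averaged 58.6 ± 53.8 (SD, n = 8) on day 1 and −58.6 ± 18.7 (SD, n = 8) on day 2, and every sample of day 1 scored above every sample of day 2. An exact permutation test of this difference gave p = 1.55e-04, the smallest p that the 12870 divisions of the samples allow, and an adjusted p of 0.0031 over the 20 tests of components. The scores of *klf9*-/- samples differed from those of WT samples by −7.71 on average (exact permutation test within days, p = 0.70). Cortisol-treated samples scored 59.4 higher than vehicle-treated samples (exact permutation test within days, p = 8.2e-04, adjusted p = 0.0041), by 92.1 on day 1 and 26.8 on day 2. In the model of single genes, 6517 genes were higher and 7042 lower on day 2, each at an adjusted p under 0.05.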

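A list of 24 synaptic genes had a median log2 difference of 0.89 between day 2 and day 1, with 23 of 24 genes higher on day 2. The adjusted p of limma's rotation test (fry) was 2.3e-05 over 96 tests, of 16 gene lists in 6 comparisons. The number of genes with an adjusted p under 0.05 was 23 over all genes and 23 when adjusted over the list alone. The median of 95 ribosomal protein genes was −0.32, with 84 of 95 genes lower on day 2 (fry, adjusted p = 0.0034). Of these, 66 were lower at an adjusted p under 0.05 over all genes, against 5 that were higher, and 72 changed when adjusted over the list alone. Scores of the main axis of variance in these samples, which are higher on day 1, correlated negatively with 21 of the 21 synaptic genes expressed highly enough for the PCA (median r = −0.976 across the 16 samples) and positively with 81 of 87 ribosomal protein genes (median r = 0.841). Day accounted for 70.8% of the variance of these scores and treatment for 18.2%, so the r values carry both differences. Macrophage markers (median −0.75) and neutrophil markers (median −0.71) were lower on day 2 in 18 of 18 and 11 of 11 genes.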

GO analysis of genes correlated with the first principal component showed that the later samples (replicates 3 and 4) had increased synaptic signaling and decreased translation (Table S4), suggestive of a physiological stress response (e.g. to the stress of capture). However, a further confound is that PC1 also correlates with preparation of the RNA in two batches on separate days, suggesting that it may also reflect technical variance in sample preparation (see Materials and Methods). 

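By replicate number, the mean score of the first component was 49.1 ± 67 (SD, n = 4) in replicate 1, 68.1 ± 44.9 (SD, n = 4) in replicate 2, −51.3 ± 20.7 (SD, n = 4) in replicate 3 and −65.9 ± 15.6 (SD, n = 4) in replicate 4. Replicates 1 and 2 were both earlier in the order and prepared on day 1, so no sample separates early and late collection from the preparation day. If replicate numbers also follow the order within a day, a steady change would set neighbours equally far apart. Replicates 2 and 3 of a condition differed more (SD over genes of the log2 difference, 0.56 to 0.81) than replicates of the same day (0.34 to 0.49). These values argue against a steady change with order as the whole source, but not against a step at the same point. Within day 1 the scores differed by treatment. Cortisol-treated WT samples scored from 119 to 122 and cortisol-treated *klf9*-/- samples from 85.6 to 92.3, against −20.7 to 45.2 in vehicle-treated WT samples and 6.0 to 20 in vehicle-treated *klf9*-/- samples. On day 2 the corresponding ranges were −53.6 to −50.0 and −51.2 to −26.1 with cortisol, and −78.5 to −52.4 and −80.3 to −76.8 with vehicle.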

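With each gene centred and scaled separately within each preparation day, the component with the most variance held 36% of it over 8875 genes (52.4% without scaling to unit variance). Cortisol-treated samples scored 89.1 higher on it than vehicle-treated samples, by 113 on day 1 and 64.9 on day 2 (exact permutation test within days, p = 8.2e-04, adjusted p = 0.0041 over 20 tests). Genotype did not separate these scores (difference −13.3, exact permutation test, p = 0.65). The next component held 13.4% of the variance, and on it *klf9*-/- samples scored 44.6 higher than WT samples, by 46.3 on day 1 and 43.0 on day 2 (exact permutation test, p = 0.0012, adjusted p = 0.0049), although the scores of the genotypes overlapped. Treatment gave a difference of −2.84 on that component (exact permutation test, p = 0.89), from 31.5 on day 1 and −37.2 on day 2.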

Reassuringly, after normalizing for this variation the samples segregate along two principal components representing genotype and treatment (Fig. S10B). 

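In a model without preparation day, cortisol raised 89 and lowered 8 genes in WT larvae at an adjusted p under 0.05. In *klf9*-/- larvae that model gave 0 genes in either direction, with 1453 genes at an unadjusted p under 0.05. A single term for the day assumes the same effect of cortisol on both days. A model with a separate mean for each condition and day tested this, and 3477 genes had a cortisol effect in WT larvae that differed between the days at an adjusted p under 0.05, of which 1690 rose more on day 1 and 1787 more on day 2. In *klf9*-/- larvae 36 genes did so. Across genes, which are not independent replicates, the cortisol effects of day 1 and day 2 correlated with r = 0.30 both in WT and in *klf9*-/- larvae.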

For subsequent DGE analysis we therefore treated the batch effect as a categorical covariate.

DGE analysis using a false-discovery rate of 0.05 identified 239 genes affected by loss of *klf9* function in vehicle-treated larvae, 100 of which were upregulated and 139 of which were downregulated. 

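Among vehicle-treated larvae, 47 genes were higher and 79 lower in *klf9*-/- than in WT samples at an adjusted p under 0.05, all of them with the same sign in the 4 differences between same-numbered replicates. Day 1 alone gave 4 genes higher and 10 lower, and a model without preparation day 9 and 8. A separate mean for each condition and day gave 201 and 295. Without replicate 2 of the vehicle-treated WT samples 24 genes were lower, and without replicate 4 of the vehicle-treated *klf9*-/- samples 170 were. The largest fall was that of the myosin gene *myhc4* (ENSDARG00000035438), from 3708 ± 2339 (SD, n = 4) to 61.0 ± 29.0 (SD, n = 4) normalized counts, a log2 difference of −5.83 (SE 0.47, adjusted p = 1.5e-05). The linker histone gene *histh1l1* (ENSDARG00000035519) fell from 4368 ± 498 (SD, n = 4) to 1199 ± 124 (SD, n = 4) normalized counts (log2 difference −1.86, SE 0.12, adjusted p = 2.1e-06), with replicate 2 of WT (3625 normalized counts) apart from the other replicates. It lies 44 genes from *klf9* on chromosome 5. Of the 51 tested genes within 50 genes of *klf9* on either side, 6 changed, against 81 of the 14504 other genes with a known place (Fisher's exact test, two-sided, p = 5.6e-07). The largest rise among these neighbours, a gene picked after its values were seen, was that of TMC1 (ENSDARG00000056386), from 20.8 ± 2.99 (SD, n = 4) to 108 ± 5.66 (SD, n = 4) normalized counts.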

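The complement genes *c3b*, *c4*, *c3c* and *cfb* were higher in vehicle-treated *klf9*-/- than in vehicle-treated WT larvae in 4 of 4 pairs of replicates, without reaching an adjusted p of 0.05. The log2 difference was 1.1 (SE 0.24, adjusted p = 0.052) for *c3b* (ENSDARG00000087359) and 1.12 (SE 0.28, adjusted p = 0.080) for *c4* (ENSDARG00000015065). It was 0.63 for *c3c* (adjusted p = 0.39) and 0.40 for *cfb* (adjusted p = 0.56). With only the 8 vehicle-treated samples in the model, *c3b*, *c3c* and *c4* passed the threshold. A list of 21 complement genes had a median of 0.31 with 16 of 21 genes higher (fry, adjusted p = 0.25). None of them passed over all genes, 2 passed when adjusted over the list alone, and 7 had an unadjusted p under 0.05. Among glycolysis genes, *pgm1* (ENSDARG00000013561) was higher by 0.34 (SE 0.066, adjusted p = 0.033, and up to 0.11 with single samples left out). The files hold a pair of genes under each of the symbols TPI1 and PFKM, without the letter that tells the paralogs apart. For TPI1 the log2 differences were 0.39 (ENSDARG00000040988, adjusted p = 0.14) and 0.07 (ENSDARG00000025012, adjusted p = 0.91), the latter changing sign between 0.47 on day 1 and −0.33 on day 2. For PFKM they were 0.53 (ENSDARG00000060797, adjusted p = 0.13, higher in 3 of 4 pairs) and 0.15 (ENSDARG00000014179, adjusted p = 0.73), the latter −0.06 on day 1. The first of these PFKM genes had a replicate 2 apart from the others in cortisol-treated WT larvae, which does not enter this difference. A list of 21 glycolysis genes had a median of 0.11 with 16 of 21 genes higher (fry, adjusted p = 0.0050), of which 1 passed over all genes and 4 when adjusted over the list alone. Among chromatin genes, *h1f0* (ENSDARG00000038559) rose by 0.80 (SE 0.11, adjusted p = 0.0027) and *h1fx* (ENSDARG00000054058) by 0.64 (SE 0.11, adjusted p = 0.013, and 0.057 without replicate 3 of the vehicle-treated *klf9*-/- samples). The log2 difference of *smarca5* (ENSDARG00000052348) was −0.01 (SE 0.091, adjusted p = 0.99), with 0.04 on day 1 and −0.05 on day 2. Table S5 of the paper lists under nucleosome positioning a gene described as similar to *smarca5*, whose RefSeq entry is now named *smarca1*. The gene *smarca1* (ENSDARG00000012776), looked up after the values of *smarca5* were seen, was higher by 0.47 (adjusted p = 0.011). It lies on chromosome 5, as *klf9* does.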

Gene ontology term enrichment analysis shows that the upregulated genes are largely involved in complement activation (e.g. *c3b*, *c3c*, *c4*, *cfb* ), glucose and carbohydrate metabolism (e.g. *pgm1*, *tpi1b*, and *pfkmb*), and nucleosome positioning (e.g., *h1fx*, *h1f0*, and *smarca5*; Fig. S11, Table S5). Genes downregulated in response to loss of *klf9* function are largely involved in sterol metabolism (e.g. *faxdc2*, *sqlea*, *tm7sf2*, *sc5d*, *cyp51*, *lss*, and *msmo1*; Fig. S12, Table S5). 

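Of the sterol genes, *tm7sf2* (ENSDARG00000032816) had a log2 difference between vehicle-treated *klf9*-/- and WT larvae of −0.54 (SE 0.10, adjusted p = 0.022) and *msmo1* (ENSDARG00000055876) of −1.20 (SE 0.24, adjusted p = 0.033). The gene listed as CYP51A1 (ENSDARG00000042641) fell by 1.39 (SE 0.23, adjusted p = 0.011). With single samples left out, the adjusted p rose to at most 0.097, 0.12 and 0.052 for these genes, above 0.05 in 4, 6 and 2 of the 16 fits. The log2 differences were −0.56 for *faxdc2* (adjusted p = 0.11), −0.83 for *sc5d* (adjusted p = 0.096) and −0.88 for *lss* (adjusted p = 0.26). All 6 were lower in 4 of 4 pairs of replicates. A pair of genes carries the symbol SQLE, and the files do not tell *sqlea* from its paralog. The more abundant of them (ENSDARG00000079946) had a log2 difference of −1.19 (SE 0.34, adjusted p = 0.14). The other (ENSDARG00000063319) averaged 7.3 normalized counts, had a replicate apart from the others in vehicle-treated WT larvae (16 against 7 to 8 normalized counts) and a difference of −0.57 (adjusted p = 0.68). A list of 24 cholesterol synthesis genes had a median of −0.54 ± 0.21 (SD over the 4 replicate numbers), with 24 of 24 genes lower (fry, adjusted p = 0.0024). Of these, 4 passed an adjusted p of 0.05 over all genes and 19 when adjusted over the list alone. The median was −0.46 on day 1 and −0.50 on day 2, and 22 of 24 genes were lower on both days.

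**Figure D2:**
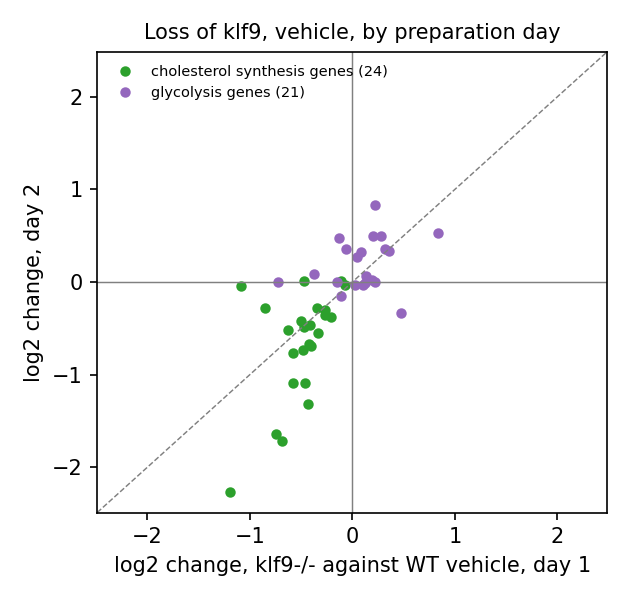
Log2 difference between vehicle-treated *klf9*-/- and WT larvae on day 1 (horizontal axis) and day 2 (vertical axis) for each cholesterol synthesis and glycolysis gene. Of the cholesterol synthesis genes, 22 of 24 lie below 0 on both axes. Of the glycolysis genes, 11 of 21 lie at or above 0 on both, among them LDHB with a value of 0 on day 2.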

Interestingly, several of the processes associated with carbohydrate metabolism that we identified as being positively regulated by the GR are negatively regulated by *klf9* (Fig. S13).

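Cortisol raised 1003 genes and lowered 857 in WT larvae, and raised 504 and lowered 539 in *klf9*-/- larvae, at an adjusted p under 0.05. With an unadjusted p under 0.05 there were 7084 genes in WT and 6029 in *klf9*-/- larvae. The numbers depended on which samples shared the estimate of variance. With only the 8 samples of a genotype in the model, cortisol raised 263 and lowered 21 genes in WT larvae and raised 1174 and lowered 1389 in *klf9*-/- larvae. Single samples also decided them. Without replicate 1 of cortisol-treated WT samples the WT numbers fell to 287 raised and 53 lowered, and without replicate 3 of vehicle-treated WT samples they rose to 1850 and 1785. In *klf9*-/- larvae 0 genes were raised without replicate 2 or 3 of the vehicle-treated samples or without replicate 1 or 3 of the cortisol-treated samples, and 1 was without replicate 1 of the vehicle-treated samples (from 4651 to 5607 genes with an unadjusted p under 0.05). The number rose to 1310 without replicate 1 of vehicle-treated WT samples. Across all genes tested, which are not independent replicates, the effects in the genotypes correlated with r = 0.52, and the slope of the *klf9*-/- on the WT effects was 0.41. The r was 0.59 on day 1 and 0.30 on day 2. It was 0.27 between the WT effects of day 1 and the *klf9*-/- effects of day 2, and 0.10 between the WT effects of day 2 and the *klf9*-/- effects of day 1.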

To ask how loss of *kf9* function affects the transcriptomic response to cortisol treatment, we compared the response in wild-type embryos to that in *klf9*^-/-^ larvae (Fig. 4A). 

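At an adjusted p under 0.05, 171 genes were raised by cortisol in both genotypes, 832 in WT larvae alone and 333 in *klf9*-/- larvae alone. Of the genes raised in WT larvae, 83.0% were thus not raised in *klf9*-/- larvae, a share that a separate mean for each condition and day moved furthest, to 59%, and that single samples moved between 69.1% (without replicate 1 of vehicle-treated WT samples) and 100% (without replicate 2 of vehicle-treated *klf9*-/- samples). Of the genes raised in *klf9*-/- larvae, 66.1% were not raised in WT larvae. The 832 genes had a median log2 effect of 0.71 in WT and 0.30 in *klf9*-/- larvae. The 333 genes had a median of 0.51 in *klf9*-/- and 0.24 in WT larvae. Of the 832, 352 are in the list of Table S6.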

Strikingly, with a false discovery threshold of 0.05 the major difference between the two responses was that ~ 70% (408) of the genes upregulated in by cortisol treatment in wild type embryos were not upregulated by the treatment in *klf9*^-/-^ embryos, which instead upregulated a mostly different set of genes, albeit less strongly (Fig. 4A,B). This indicates that Klf9 is a key regulator of the transcriptomic response to cortisol. 

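The difference between the cortisol effects of the genotypes was tested gene by gene as the interaction of genotype and cortisol. At an adjusted p under 0.05 it held for 36 genes, all with a larger effect in WT larvae, and 1231 genes had an unadjusted p under 0.05. Day 2 alone gave 0 genes (1743 with an unadjusted p under 0.05), and single samples left out gave from 22 genes (without replicate 3 of cortisol-treated WT samples) to 51 (without replicate 4 of these). Of the 36 genes, 34 are among the 408 of Table S6. An uncharacterized gene (ENSDARG00000053836) had the smallest p. It rose from 7.00 ± 2.58 (SD, n = 4) to 57.5 ± 21.3 (SD, n = 4) normalized counts with cortisol in WT larvae and had 6.50 ± 1.73 (SD, n = 4) and 5.50 ± 2.65 (SD, n = 4) in *klf9*-/- larvae, a log2 difference of effects of 3.39 (SE 0.40, adjusted p = 0.0021). Of the 408 genes, 406 could be tested. Their median log2 effect of cortisol was 0.94 ± 0.27 (SD over the 4 replicate numbers) in WT and 0.28 ± 0.075 (SD) in *klf9*-/- larvae. The median difference was 0.60 ± 0.22 (SD), with 0.92, 0.62, 0.41 and 0.53 in replicates 1 to 4 and a larger effect in WT larvae for 403 of 406 genes. By day the median difference was 0.75 on day 1 and 0.48 on day 2. Among the 406 genes, 367 were raised in WT larvae, 16 in *klf9*-/- larvae, and 219 had an interaction with an unadjusted p under 0.05. Adjusted over the list alone, 168 had an interaction, 403 were raised in WT and 0 in *klf9*-/- larvae (136 with an unadjusted p under 0.05), which is not independent evidence, since the study chose the list on these samples. The paper sets the genes that passed the threshold in WT larvae alone beside a mostly different, less strongly raised set in *klf9*-/- larvae. From both, the paper infers a key part of Klf9 in how the transcriptome responds to cortisol.

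**Figure D3:**
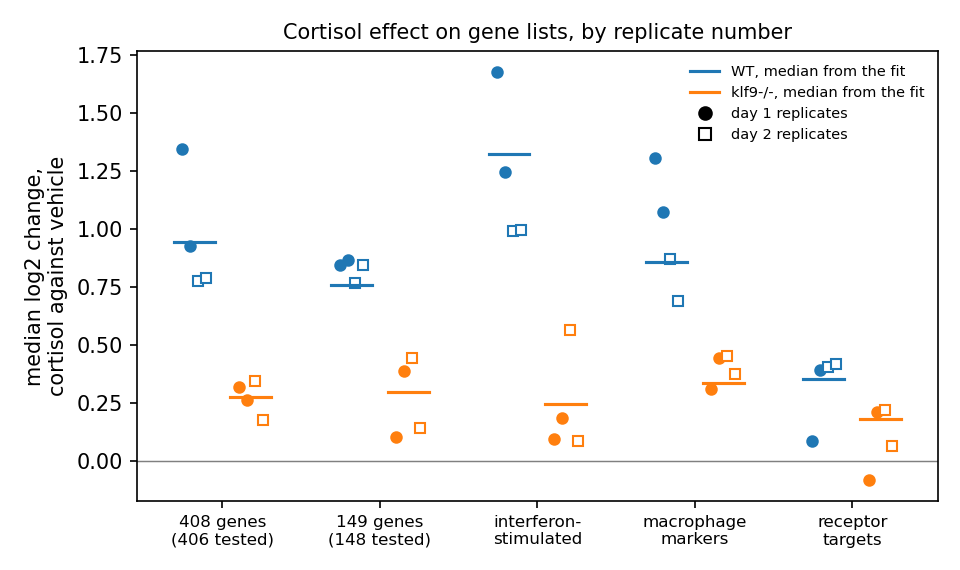
Log2 effect of cortisol in WT and in *klf9*-/- larvae as the median over the genes of each list, with a point for each replicate number (filled for day 1, open for day 2) and a line for the median of the model. The line of the 408 genes lies at 0.94 in WT and 0.28 in *klf9*-/- larvae.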

Of the 408 genes upregulated by the cortisol-treatment in a *klf9*-dependent way (Fig. 4A,B), about a quarter (91) were also identified in our previous study^9^ as being significantly upregulated by chronic cortisol exposure (Table S6). 

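The 91 genes had a median log2 effect of cortisol of 1.2 ± 0.36 (SD over the 4 replicate numbers) in WT larvae and 0.33 ± 0.14 (SD) in *klf9*-/- larvae. The effect was larger in WT larvae for 91 of 91 genes, with a median difference of 0.66 ± 0.24 (SD), 0.71 on day 1 and 0.61 on day 2. At an adjusted p under 0.05 over all genes, 83 were raised in WT and 8 in *klf9*-/- larvae, and 13 had an interaction of genotype and cortisol. Adjusted over the list alone these numbers were 90, 10 and 34, which is not independent evidence because the list was chosen in part on these samples.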

Examples of the latter include *irg1l* and *marco* (Fig. 4C and Fig. S14), as well as *irg1*, *irf1a*, *ifi35*, *mpeg1.1*, *mpeg1.2*, *mxc*, *socs1a*, *socs3b*, *stat1b*, and *stat4* (Table S6). 

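Normalized counts of *irg1l* (ENSDARG00000062788) rose with cortisol from 49.8 ± 21.0 (SD, n = 4) to 159 ± 93.3 (SD, n = 4) in WT larvae and were 55.0 ± 16.4 (SD, n = 4) and 59.5 ± 13.4 (SD, n = 4) in *klf9*-/- larvae. The log2 effect was 1.55 (SE 0.29, adjusted p = 0.0074) in WT larvae, 2.16 on day 1 and 0.93 on day 2. It was 0.13 (SE 0.29, adjusted p = 0.80) in *klf9*-/- larvae, and it turned to −0.04 on day 1 alone and to −0.07 without replicate 3 of the cortisol-treated samples. The difference of effects was 1.42 (SE 0.41, adjusted p = 0.44). For *marco* (ENSDARG00000059294), a scavenger receptor gene, the counts were 13.5 ± 3.11 (SD, n = 4) and 50.3 ± 10.0 (SD, n = 4) in WT larvae and 16.5 ± 3.42 (SD, n = 4) and 18.3 ± 3.50 (SD, n = 4) in *klf9*-/- larvae. Its log2 effect was 1.89 (adjusted p = 1.8e-05) in WT and 0.15 (adjusted p = 0.60) in *klf9*-/- larvae, a difference of 1.74 (SE 0.25, adjusted p = 0.0053). The difference was 3.59 for *irg1* (adjusted p = 0.0032), 3.12 for *mxc* (adjusted p = 0.0062) and 2.38 for *stat1b* (adjusted p = 0.0046). For *irg1* the cortisol-treated *klf9*-/- samples held only 6 to 7 normalized counts. Of the 12 genes, 11 were raised in WT larvae at an adjusted p under 0.05, all but *socs3b* (log2 effect 0.57, adjusted p = 0.062), and *stat4* was also raised in *klf9*-/- larvae. With single samples left out, the adjusted p in WT larvae rose to at most 0.13 for *mpeg1.1*, 0.079 for *irf1a* and 0.078 for *socs1a*, and that of *stat4* in *klf9*-/- larvae to at most 0.10. The interaction passed for 4 of the 12 over all genes and for 9 when adjusted over the 12 genes alone, and its smallest value was 0.16 for *mpeg1.1* (adjusted p = 0.99).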

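The genes raised by cortisol in WT larvae alone were compared with the 16 preset gene lists, over the genes tested (one-sided Fisher's exact tests, 48 in all for 3 groups of raised genes). They held 13 of 17 interferon-stimulated genes (adjusted p = 4.0e-14), 11 of 18 macrophage markers (adjusted p = 1.6e-10), 7 of 11 neutrophil markers (adjusted p = 5.9e-07) and 7 of 21 glucocorticoid receptor targets (adjusted p = 1.1e-04). For complement genes (4 of 21) and exocrine pancreas genes (3 of 11) the adjusted p was 0.063, and for liver genes (3 of 13) 0.085. Among the genes raised in both genotypes and those raised in *klf9*-/- larvae alone, 0 lists reached an unadjusted p under 0.05, and the smallest p was 0.15 and 0.16. These tests use the genes called here, not the list of Table S6.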

Gene ontology term enrichment analysis of the 408 genes upregulated by chronic cortisol treatment in wild-type but not *klf9*^-/-^ embryos revealed significant enrichment for genes involved in defense and immunity (Fig. 4D, Table S7), the same biological processes that we previously found to be the most strongly affected by the chronic cortisol treatment^9^, whereas these processes were not associated with either the 176 genes upregulated in both wild-type and *klf9*^-/-^ embryos, or the 903 genes upregulated in *klf9*^-/-^ embryos but not wild-type (Table S7). Notably the set of genes upregulated by cortisol in wild-type but not *klf9*^-/-^ embryos included four interferon regulatory factors (*irf1a*, *irf8*, *irf9*, and *irf10*), two interleukins (*il1b* and *il34*), and four interleukin receptors (*il4r.1*, *il6r*, *il13ra1*, and *il20ra*). These results indicate that Klf9 contributes in a significant way to the pro-inflammatory gene expression induced by chronic cortisol exposure.

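All 10 of these genes were raised by cortisol in WT larvae at an adjusted p under 0.05, with log2 effects from 0.39 to 2.43 and a rise in 4 of 4 pairs of replicates. With single samples left out, the adjusted p rose to at most 0.079 for *irf1a*, 0.075 for *il4r.1*, 0.095 for *il13ra1* and 0.10 for *il20ra*. In *klf9*-/- larvae their effects ran from 0.07 to 0.94, 0 of them passed, and 5 rose in 4 of 4 pairs. Under some other settings *irf1a* passed in *klf9*-/- larvae. The interaction was positive for 10 of 10 genes, from 0.08 to 1.66. It passed for 0 genes over all genes, and 6 had an unadjusted p under 0.05, the same number as when adjusted over these genes alone. The largest WT effects were those of *irf10* (ENSDARG00000027658), 2.43 against 0.93 in *klf9*-/- larvae, and *il1b* (ENSDARG00000098700), 2.32 against 0.67. These had a mean of 11.5 and 8.5 normalized counts, and interactions of 1.50 (SE 0.54) and 1.66 (SE 0.61) with adjusted p of 0.70 and 0.72. The smallest interaction was that of *il20ra* (ENSDARG00000032571), whose effect was 0.39 in WT and 0.30 in *klf9*-/- larvae.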

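As a set, 17 interferon-stimulated genes rose with cortisol by a median log2 value of 1.32 ± 0.32 (SD over the 4 replicate numbers) in WT larvae and 0.25 ± 0.22 (SD) in *klf9*-/- larvae. The effect was larger in WT larvae for 17 of 17 genes, with a median difference of 0.96 ± 0.46 (SD), 1.27 on day 1 and 0.61 on day 2 (fry, adjusted p = 8.3e-05 over 96 tests). The interaction passed for 3 of them over all genes and for 12 adjusted over the list alone. The study's list of 408 genes holds 13 of the 17, and the other 4 had a median difference of 0.47 ± 0.73 (SD), 1.13 on day 1 and 0.18 on day 2, with −0.44 in replicate 3, and the interaction passed for 0 of these 4 over all genes (1 had an unadjusted p under 0.05) and for 1 adjusted over these alone. Macrophage markers rose by 0.86 ± 0.26 (SD) in WT and 0.34 ± 0.065 (SD) in *klf9*-/- larvae, with 16 of 18 genes higher in WT larvae (median difference 0.43 ± 0.40 (SD), fry, adjusted p = 0.0056). The difference was 1.1 in replicate 1 and between 0.21 and 0.37 in the others. The interaction passed for 2 of the 18 over all genes and for 7 adjusted over the list alone. The 9 of the 18 that are not in the list of 408 genes had a median difference of 0.17 ± 0.29 (SD), with 0.53, 0.15, −0.07 and −0.09 in replicates 1 to 4, and the interaction passed for 0 of these 9 over all genes or over these alone (1 had an unadjusted p under 0.05). Neutrophil markers rose by 0.81 ± 0.21 (SD) and 0.33 ± 0.33 (SD), with 10 of 11 genes higher in WT larvae (median difference 0.50 ± 0.49 (SD), fry, adjusted p = 0.0040), although the difference was −0.09 in replicate 2. The interaction passed for 1 of the 11 over all genes and for 5 adjusted over the list alone. The 4 of the 11 that are not in the list of 408 genes had a median difference of 0.30 ± 0.26 (SD), with −0.13 in replicate 2, and the interaction passed for 0 of these 4 over all genes or over these alone (1 had an unadjusted p under 0.05).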

**Figure 4:**
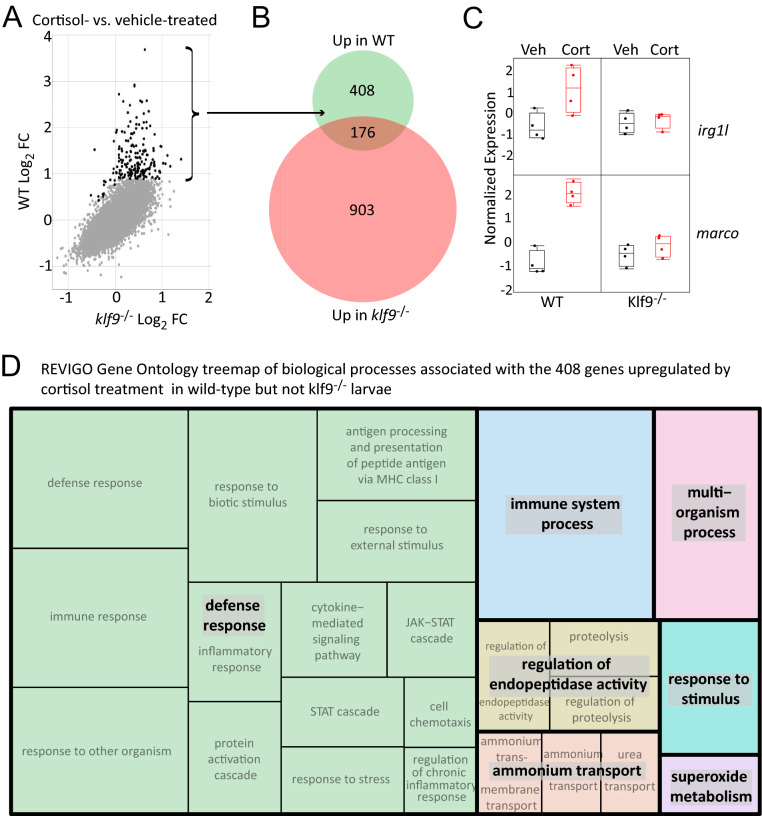
RNA-seq identifies *klf9*-dependent transcriptomic effects of chronic cortisol exposure. (**A**) Scatter plot comparing differential gene expression in response to chronic cortisol treatment in wild type (WT) and *klf9*^-/-^ larvae. (**B**) Venn diagram comparing numbers of genes upregulated by cortisol treatment in wild type and *klf9*^-/-^ larvae, and overlap. (**C**) Examples of two of the genes upregulated by chronic cortisol in a *klf9*-dependent fashion that were also identified in our previous analysis. (**D**) Treemap generated by REVIGO^57^ (https://revigo.irb.hr/) of gene ontology biological process terms found by GOrilla^34^ to be enriched in the set of 408 genes upregulated by chronic cortisol in a *klf9*-dependent way.

### Genes found to be consistently upregulated by chronic cortisol treatment in multiple RNA-seq experiments depend on *klf9* for that upregulation

As a final analysis we assessed the overlap between the transcriptomic effects of chronic cortisol treatment across all our RNA-seq experiments with wild-type and VBA+ (mixed wild-type and heterozygous GR^369-^) larvae, including the experiment published previously^9^, in order to identify a set of high-confidence genes that consistently respond the cortisol treatment and then ask how loss of *klf9* function affects that response. To eliminate any technical artifacts emanating from the use of different parameters in the different analyses the sequence reads from all the experiments were reanalyzed from scratch using a common pipeline (see Materials and Methods). A PCA of the variance across all experiments produced several interesting observations. First, it showed that the effect of chronic cortisol treatment across all experiments was subtle, found only in PCs 4, 5, and 6 accounting for 14.3% of the total variance. PC5 captures a cortisol-treatment effect common to all three experiments (accounting for 2.77% of the total variance) and when plotted against PC4 clearly shows segregation of the cortisol-treated and control (vehicle-treated) samples (Fig. 5A). Gratifyingly, GO analysis of a single gene list ranked by upregulation along PC5 showed the same biological response to chronic cortisol as that which we reported previously^9^, i.e. upregulation of processes related to defense, inflammation and immunity (Fig. 5B, Table S8). The fourth principal component, accounting for 8.95% of the total variance, shows a cortisol treatment effect in the two experiments reported here, but not in that which we reported previously^9^ (Fig. 5A and Fig. S15). This suggests that PC4 represents cortisol-treatment effects that are dependent on the circadian light–dark cycle under which embryos in this study developed, which was absent in our previous study in which embryos developed in the dark^23^ (see below, Discussion). The sixth PC (2.57%) is the complement of PC4, suggesting cortisol-induced effects that are only apparent in the larvae that were developed in the dark (Fig. S15).

**Figure 5:**
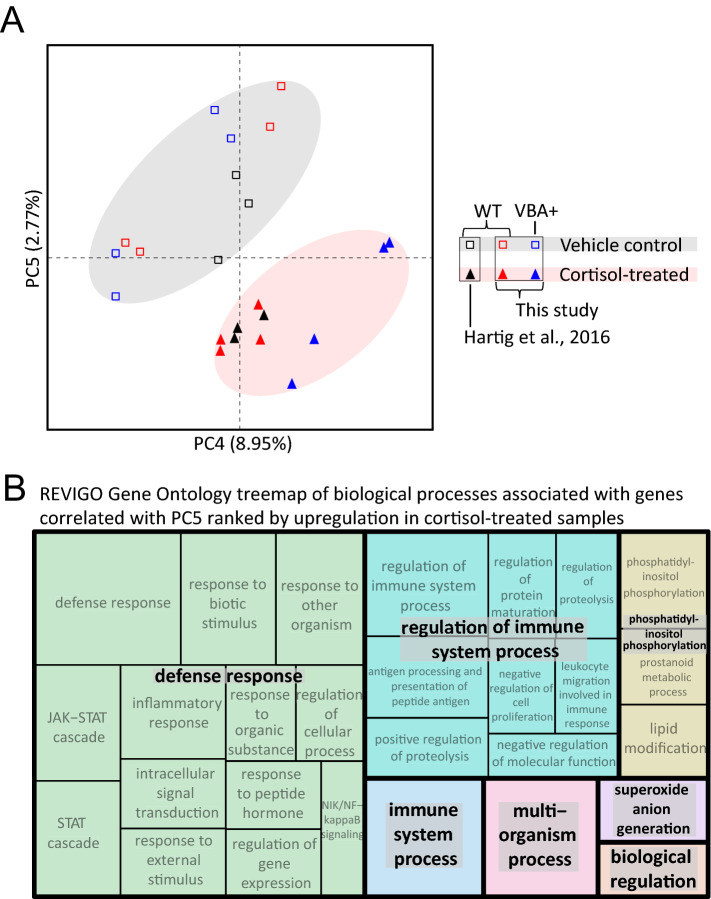
Combined analysis of three different RNA-seq datasets examining the transcriptomic effects of chronic cortisol exposure. (**A**) Principal component plot showing the location of each wild-type or VBA+ sample from all three RNA-seq experiments with respect to PCs 4 and 5. (**B**) Treemap generated by REVIGO^57^ (https://revigo.irb.hr/) of GO biological process terms found by GOrilla^34^ to be associated with PC5 ranked by upregulation in response to chronic cortisol treatment.

The spread of the cortisol treatment effects across three principal components likely reflects differing biological responses to the treatment among different experiments. That the effects are somewhat different under total dark compared with light–dark cycles is not surprising given what is known about the interplay of GC signaling and the circadian clock^23–26^. Indeed GO analysis of PC2, which segregates our previously published experiment^9^ from the two reported here (accounting for 18.5% of the variance), clearly shows that effects on circadian and light-responsive gene expression (Table S9). Additional sources of variance are less clear. The first PC, which segregates the wild-type samples in the last (*klf9*^-/-^ vs. wild-type) experiment from the wild-type samples in our previous experiment as well as the VBA + samples described here (accounting for 37.6% of the variance, Fig. S15), is heavily loaded with genes involved in synaptic signaling and neurogenesis (Table S10) suggestive of differences in neurodevelopment and/or responsiveness to stress in those samples. The third PC (14.2% of the variance) segregates replicates 1 and 2 of the Klf9 experiment from all other samples, possibly reflecting the batch effect in sample preparation noted above.

Unsurprisingly given the large amount of gene expression variance across experimental samples unrelated to the cortisol treatment (i.e. noise), only 12 genes were found to be consistently upregulated by the cortisol treatment in all the experiments with statistical significance (adjusted *p* < 0.05), whereas none were consistently downregulated in all experiments (Fig. 6A). 

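In the WT samples of the *klf9* experiment, the limits of the paper's methods (a BaseMean of 75, an absolute log2 effect of at least 0.5, an adjusted p of 0.05 and a standard error under 1) left 367 genes raised and 209 lowered by cortisol. The BaseMean of 75 was taken as a mean of 75 normalized counts; the methods explain it as 5 counts per sample on average, which is the limit of the other tests here. On day 1 alone, without these limits, cortisol raised 3207 and lowered 3365 genes. On day 2 alone it raised 339 and lowered 25. Of the genes raised in both days together, 869 were also raised on day 1 alone and 138 on day 2 alone.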

The consistently upregulated set included *klf9*, the only gene in that set that encodes a transcription factor. 

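Of the 8 named genes of this set, 7 were raised by cortisol in the WT samples of the *klf9* experiment at an adjusted p under 0.05, with log2 effects from 0.43 to 2.27 and a rise in 4 of 4 pairs for each of the 8. With single samples left out, the adjusted p rose to at most 0.11 for *klf9*, 0.12 for *cbx7a*, 0.12 for *klhl38b* and 0.095 for *ucp3*. The gene of the 8 that did not pass was *fbxo32* (ENSDARG00000040277, chromosome 16 of GRCz11 from 25259313 to 25272633), which rose by 0.79 (SE 0.24, adjusted p = 0.053), with replicate 2 of the vehicle-treated samples (174 normalized counts) below the others (234 to 248). It passed with only the 8 WT samples in the model. The largest effect was that of the gene that the annotation names MFAP4 (ENSDARG00000088745, chromosome 1 from 59073203 to 59089598). It rose by 2.27 (SE 0.22, adjusted p = 2.6e-05) in WT and by 0.59 (SE 0.22, adjusted p = 0.10) in *klf9*-/- larvae, and it was the only gene of the set with an interaction at an adjusted p under 0.05 (1.68, SE 0.31, adjusted p = 0.043, and up to 0.12 with single samples left out). The gene *adgrf8* (ENSDARG00000093316) passed in both genotypes, with 0.97 (adjusted p = 0.0039) in WT and 0.72 (adjusted p = 0.034, and up to 0.11 with single samples left out, above 0.05 in 6 of 16 fits) in *klf9*-/- larvae and an interaction of 0.25 (adjusted p = 0.98). For *cyldb* (ENSDARG00000089724) the effects were 1.07 (adjusted p = 0.0014) and 0.48 (adjusted p = 0.079). The latter passed with a separate mean for each condition and day (0.036), only the 8 *klf9*-/- samples (0.030), array weights (0.030) and without replicate 1 of vehicle-treated WT samples (0.028).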

We reasoned that many more genes are affected by the treatment, albeit not consistently with statistical significance owing to the abovementioned noise (see Discussion). This was borne out by plotting the estimated fold-change of the 149 genes that were upregulated by cortisol-treatment in at least two of the three experiments (Fig. 6B, Table S11), which also revealed that the upregulation of those genes is *klf9*-dependent. Furthermore, this plot shows that the cortisol treatment effect is stronger in the wild-type larvae than in the VBA+ (1:2 wild-type:heterozygous GR^+/-369-^), suggesting haploinsufficiency of the GR for some of the effect. 

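Of the 149 genes, 148 could be tested in the WT and *klf9*-/- samples. Their median log2 effect of cortisol was 0.76 ± 0.043 (SD over the 4 replicate numbers) in WT and 0.30 ± 0.17 (SD) in *klf9*-/- larvae. The mean was 0.97 in WT and 0.31 in *klf9*-/- larvae. The median difference was 0.43 ± 0.19 (SD), 0.50 on day 1 and 0.44 on day 2, and 125 of 148 genes had the larger effect in WT larvae. At an adjusted p under 0.05 over all genes, 90 genes were raised in WT and 11 in *klf9*-/- larvae, and 12 had an interaction of genotype and cortisol. Adjusted over the list alone, 109 and 20 genes had an effect in WT and *klf9*-/- larvae and 52 an interaction, which is not independent evidence, since the WT samples were among those on which the study chose the list.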

Query of this set for enrichment of GO biological process terms indicated chronic cortisol exposure upregulates genes associated with response to organic substance (including response to stress, defense response, response to external biotic stimulus, and inflammatory response to wounding), similar to what we reported previously^9^, and gluconeogenesis (Fig. 6C, Table S12).

**Figure 6:**
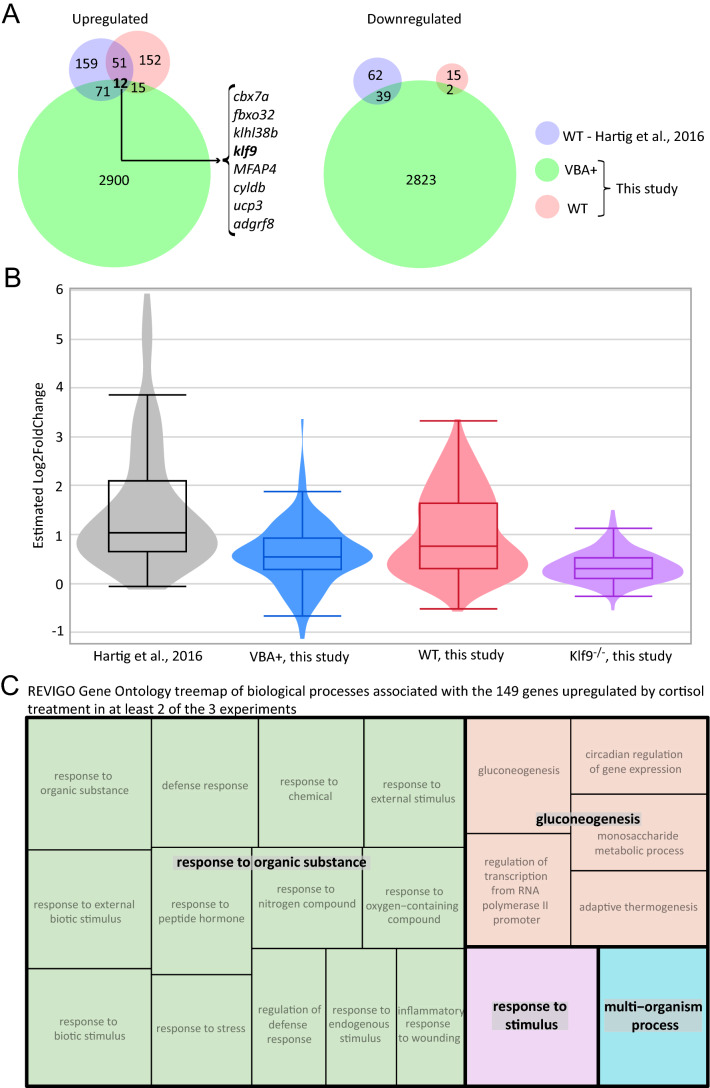
Identification and analysis of a common set of genes upregulated by chronic cortisol treatment in multiple RNA-seq experiments. (**A**) Venn diagrams showing numbers of upregulated and downregulated genes following reanalysis of the data from all three experiments and their overlap. Only 8 of the 12 genes in common between all experiments were annotated with gene names (listed). (**B**) Violin and box plots of estimated fold change of the 149 genes that are upregulated in at least 2 of the three experiments shown in (**A**); the differences between each experiment are statistically significant (Table S14). (**C**) Treemap generated by REVIGO^57^ (https://revigo.irb.hr/) of GO biological process terms found by GOrilla^34^ to be associated with the 149 genes upregulated by chronic cortisol treatment in at least two out of the three experiments.

Finally, we used HOMER motif enrichment analysis^27^ to ask what transcription factor binding sites are enriched in flanking regions of the set of 149 genes upregulated by cortisol-treatment in at least two of the three experiments. The resulting set of motifs included sites for the various krüppel-like factors as well as the GR (Table S13). The most significantly enriched motif, the Klf14 binding motif RGKGGGCGKGGC, matches the Klf9 consensus motif in the JASPAR database^28,29^ and would be expected to bind Klf9, which is in the same KLF subfamily as Klf14^30,31^. In contrast, HOMER analysis of the 408 genes identified as klf9-dependent in Fig. 4 recovered a somewhat different list of motifs that included binding sites for several immunoregulatory transcription factors (Table S13; note that there are 65 genes in common between the 408 identified in Fig. 4 and the 149 identified in Fig. 6), suggesting that the larger set includes more indirect targets of feedforward regulation downstream of Klf9. 

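The 341 tested genes of the 408 that are not among the 149 had a median log2 effect of cortisol of 0.87 in WT and 0.27 in *klf9*-/- larvae, and a median difference of 0.56 ± 0.23 (SD over the 4 replicate numbers). The 65 genes in both lists had effects of 1.46 and 0.30 and a median difference of 0.97 ± 0.21 (SD), with the larger effect in WT larvae for 65 of 65 genes. The 83 tested genes of the 149 that are not among the 408 had effects of 0.39 and 0.26. Their median difference was 0.12 ± 0.15 (SD) and their mean difference 0.29, with medians of 0.20, 0.04, 0.14 and 0.39 in replicates 1 to 4, and 60 of 83 had the larger effect in WT larvae. With cortisol 69 of the 83 were lower in *klf9*-/- than in WT larvae (median −0.22).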

Consistent with this, the latter set of motifs includes sites for two immunoregulatory genes, *irf1* and *stat4* that are both consistently upregulated by chronic cortisol treatment (i.e. in the common list of 149 genes identified in Fig. 6) and dependent on *klf9* for that upregulation (i.e. in the list of 408 genes identified in Fig. 4). 

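Normalized counts of *stat4* (ENSDARG00000028731, chromosome 9 of GRCz11 from 41156287 to 41208343) rose with cortisol from 62.0 ± 15.6 (SD, n = 4) to 117 ± 21.6 (SD, n = 4) in WT larvae and from 48.8 ± 13.9 (SD, n = 4) to 68.3 ± 10.4 (SD, n = 4) in *klf9*-/- larvae. The log2 effect was 0.93 (SE 0.12, adjusted p = 2.6e-04) in WT larvae and 0.51 (SE 0.12, adjusted p = 0.034, and up to 0.10 with single samples left out) in *klf9*-/- larvae, with a rise in 4 of 4 pairs in each. The difference of effects was 0.41 (SE 0.16, adjusted p = 0.77). For *irf1a* (ENSDARG00000043492) the counts were 10.3 ± 4.03 (SD, n = 4) and 31.0 ± 20 (SD, n = 4) in WT and 7.00 ± 2.58 (SD, n = 4) and 14.5 ± 8.23 (SD, n = 4) in *klf9*-/- larvae. Its log2 effect was 1.44 (SE 0.32, adjusted p = 0.018, and up to 0.079 with single samples left out) in WT larvae, 2.09 on day 1 and 0.79 on day 2. It was 0.94 (SE 0.32, adjusted p = 0.078) in *klf9*-/- larvae, again with a rise in 4 of 4 pairs, and the difference of effects was 0.50 (SE 0.45). The rise of *irf1a* in *klf9*-/- larvae had an adjusted p of 0.035 with a separate mean for each condition and day, 0.049 with only the 8 *klf9*-/- samples, 0.030 with array weights and 0.025 without replicate 1 of vehicle-treated WT samples. Both genes are in Table S6, and *stat4* but not *irf1a* is in Table S11.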

Altogether these results underscore the conclusion that *klf9* is a feedforward regulator of GR signaling that mediates the pro-inflammatory transcriptomic response to chronic cortisol exposure, likely involving both direct engagement of Klf9 with its transcriptional regulatory targets and downstream effects that those targets in turn have on the genes that they regulate.

## Discussion

Several previously published studies have characterized loss-of-function mutations of the zebrafish GR, including four frameshifting indels that introduce a premature stop codon in exon 2^13–15^ (Fig. 1C). Here we report a new frameshift deletion (GR^369-^) within exon 3 (Fig. 1A,B), which unlike the previous mutations removes all possible in-frame initiation codons upstream of the DNA binding domain (Fig. 1C), eliminating the transcriptional function of the mutant gene (Fig. 1E). We used RNA-seq to determine how this loss of GR function affects the larval transcriptome, both in larvae developed under normal conditions and in larvae treated chronically with cortisol. To overcome the low survival of embryos from homozygous mutant females and avoid nonspecific maternal effects that might be associated with poor egg quality, we took advantage of a visual background adaptation (VBA) screen to identify homozygous GR^369-^ progeny of a heterozygous cross, as those larvae lack a VBA response (VBA- larvae). Based on the observation that VBA− larvae comprised ~ ¼ of the population, as expected for a recessive Mendelian trait, larvae that successfully mount a VBA response (VBA+ larvae) are predicted to consist of a 1:2 mixture of homozygous wild-type and heterozygous GR^369-^ mutants, and hence to contain at least one intact *nr3c1* allele encoding a functional GR. A principal component analysis of the RNA-seq data revealed that absence of a functional GR has a profound effect on gene expression in both normal and cortisol-treated larvae, such that transcriptomes from larvae lacking a GR are clearly distinguished from those that have one, and that cortisol treatment produces a coherent effect only in larvae with a functional GR (Fig. 2A). A pair-wise comparison of gene expression between VBA+ and VBA− larvae (accounting for PC2) identified with statistical significance about four hundred genes that are regulated by the GR in 5-dpf larvae at the time they were collected (midmorning). GO term enrichment analysis indicated that genes upregulated by the GR at that time are involved in metabolism and stress response, as would be expected, while genes downregulated by the GR are involved in epidermis development, cell adhesion, growth, and basement membrane formation, suggesting that the GR may function as a switch to downregulate those morphogenetic processes in late development, or to temporally segregate them to a certain time of day given the circadian dynamic of glucocorticoid signaling. Interestingly, numerous biological processes and individual genes affected by loss of GR function were similarly affected by chronic cortisol treatment in larvae with a GR. This suggests that one effect of the chronic treatment is to promote development of GR resistance, and moreover, that it does so via the GR. Such resistance might be construed as an adaptive response to the chronic exposure.

Comparing gene expression in VBA+ larvae treated with cortisol versus vehicle (accounting for PC1 in that experiment) identified over four thousand genes that are differentially expressed in response to chronic cortisol treatment. This latter number is substantially larger than the 555 differentially expressed genes identified in our previous analysis^9^ of the effects of chronic cortisol treatment and yielded a somewhat different result when subjected to GO term enrichment analysis (Figs. S5, S6). One major difference between the analyses reported here and that reported previously^9^ is that in the latter the embryos and larvae were cultured in the dark, whereas in the present study we cultured them from fertilization in a diurnal light–dark cycle. In zebrafish larvae the circadian clock is not synchronized until the fish are exposed to a light–dark cycle^32,33^, so our previous results may have had circadian asynchrony as a confounding variable. Indeed, the impact of this difference on the transcriptome is clearly seen in the PCA of the combined analysis of all three RNA-seq experiments (Fig. S15), accounting for nearly 20% of the variance. Despite this, the RNA-seq results reported here assessing effects of chronic cortisol exposure in wild-type and *klf9*^-/-^ larvae (Fig. 4) were from embryos developed with light–dark cycles, and in the wild type larvae produced an effect on proinflammatory gene expression similar to that of our earlier study, demonstrating that that effect was not an artifact of circadian asynchrony. Another difference between both studies using wild-type larvae and that depicted in Fig. 2 was that the latter measured transcriptomic effects of chronic cortisol treatment in a 1:2 mixture wild-type and heterozygous mutant larvae (VBA +); thus the results in VBA + larvae would be expected to be less sensitive to any effects of the chronic exposure for which the GR is haploinsufficient, a possibility supported by the comparison shown in Fig. 6B. Further work is required to more fully assess the effects of GR gene dosage on the transcriptome under both normal conditions and in response to chronic cortisol exposure.

The meta-analysis comparing all our RNA-seq experiments examining the transcriptomic effects of chronic cortisol treatment in wild-type or VBA + larvae (Figs. 5 and 6 and Fig. S15) provides some important insights that are broadly relevant to RNA-seq data interpretation. One is that different experiments that examine the effects of a single variable under somewhat different conditions and in a limited number of biological replicates will often produce different lists of differentially expressed genes passing an arbitrary threshold of statistical significance (e.g. adjusted *p* < 0.05). The reason is clear enough: biological systems are highly responsive to genetic and environmental factors that vary between experiments and affect gene expression, sometimes stochastically and/or in ways that are difficult to control and measure, especially with a limited number of biological replicates. Nevertheless, GO analyses of the lists obtained from different experiments can detect consistent biological effects even if the gene lists differ in the individual genes that they include, particularly if methods such as GOrilla^34^ are used to test for statistically significant enrichment of GO terms toward one end or the other of a single list of genes ranked by some measurable criterion (e.g. a principal component that accounts for a specific condition as in Fig. 5). This underscores the important but often unappreciated point that statistical significance does not equate to biological significance, and generally is not a good sole criterion to assess the effects of a given condition on the expression of a given gene using high throughput methods such as RNA-seq. By comparing across the three experiments, we were able to identify both a small but “very high confidence” set of 12 genes as well as a larger "high confidence” set of 149 genes consistently affected by the cortisol treatment that would not have been discernible without our integrated meta-analysis (Fig. 6). Moreover, use of unbiased approaches such as PCA to parse the variance in the data can help identify robust condition-specific effects and provide insight into the biology underlying those effects when combined with GO term enrichment analysis. For the experiments reported here this approach validated our earlier finding that chronic cortisol exposure leads to upregulation of pro-inflammatory gene expression and extended that result by showing that the upregulation depends on the GR target gene *klf9*.

The set of “very high confidence” genes identified in the meta-analysis included *klf9*, one of only four genes showing GR-dependent expression in normal 5-dpf larvae that were also upregulated in VBA+ larvae in response to chronic cortisol, and only one of two that encode transcription factors, the other being *per1a* (Fig. 2B). Both *klf9* and *per1a* are involved in circadian regulation, and both have been shown to be GR targets in other vertebrate models^16,35–37^. Interestingly, *klf9* was also found to be the most commonly upregulated transcription factor gene in a recent meta-analysis of glucocorticoid-induced gene expression in the mammalian brain^38^. We have found by ATAC-seq that the promoter region of *klf9* is one of the most differentially open regions of chromatin in blood cells of adults derived from cortisol-treated embryos (Hartig et al., submitted). In mice *klf9* was recently shown to mediate glucocorticoid-induced metabolic dysregulation in liver^39^. Among other things Klf9 functions as a transcriptional repressor^40,41^, and in mouse macrophages as an incoherent feedforward regulator of the GR target *klf2*^42^, which functions to control inflammation^43^. Further work is needed to determine how *klf9* contributes to pro-inflammatory gene expression in response to chronic cortisol exposure, which could either be directly as a feedforward activator (possibly via effects on metabolism), indirectly as a feedforward repressor of an anti-inflammatory regulator like Klf2, or both. GO analysis also showed that genes involved in sterol biosynthesis are downregulated by loss of *klf9*, and more experiments are required to determine if *klf9* regulates the metabolism of cortisol and other steroid hormones. Our motif enrichment analysis of flanking sequences from the set of 149 genes upregulated by chronic cortisol in at least 2 of our 3 RNA-seq experiments indicated enrichment for KLF binding sites (Table S13); further work involving chromatin immunoprecipitation is needed to determine whether any of those sites are bound by Klf9 or Klf2. Additional studies are also required to determine whether loss of Klf9 alters the function of immune cells or the inflammatory response to injury or infection.

Perhaps unsurprisingly, our results (Fig. 2 and Fig. S3) indicate that the GR is required for nearly all the transcriptomic effects of chronically elevated cortisol. However, eight genes upregulated by the treatment were found in the RNA-seq analysis to be upregulated in both VBA+ and VBA− larvae (Fig. 2B), indicating that the GR is not required for their upregulation. Interestingly most of these genes are known IEGs, and include the neuronal activity-dependent gene *npas4a*, the mammalian homologue of which is directly repressed by the GR^44^, as well as *egr1* which has been shown to differentially regulate GR in rat hippocampus depending on level of maternal care during development^45^. One possible explanation is that the genes are upregulated by increased MR activity, which was recently shown to contribute to stress axis regulation in zebrafish larvae^14^. Further work in MR mutant fish^14^ will be needed to test this.

Finally, gene ontology analysis of genes upregulated by chronic cortisol treatment in VBA+ progeny of the GR^+/369-^ cross indicated a strong effect on biological processes associated with nervous system development and function. This is consistent with a recent report that injection of cortisol into eggs leads to increased neurogenesis in the larval brain^10^. In this regard it is interesting that *klf9* is a stress-responsive gene that regulates neural differentiation and plasticity^35,46^. The long-term dysregulation of the HPA/I axis caused by early life exposure to chronic stress and/or chronically elevated cortisol suggests that the exposure perturbs brain development and activity. Given its role in regulating plasticity in brain regions relevant to neuroendocrine function, it will be interesting to determine whether *klf9* contributes to those effects.

## Materials and methods

### Zebrafish strains, husbandry, and embryo treatments

The AB wild-type strain was used for all genetic modifications. Husbandry and procedures were as described previously^9^. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the MDI Biological Laboratory, and all methods were performed in accordance with the relevant guidelines and regulations. Embryo culture and cortisol treatments were performed as previously described^9^, with one difference: embryos were cultured in a diurnal light–dark cycle (14 h light–10 h dark). Briefly, fertilized eggs were collected in the morning, disinfected and at ~ 4 h post fertilization placed in dishes with either 1uM cortisol or vehicle (DMSO) added to embryo media. Embryos developed in a 28.5° C incubator with a 14/10 light/dark cycle synchronized with the core fish room. Media was changed daily.

### Construction of *nr3c1* and *klf9* mutant lines

To mutate *nr3c1* and *klf9* we used CRISPR-Cas9^47^, injecting zygotes with multiple guide RNAs for each gene and mRNA encoding Cas9. Guide RNAs were designed using the CHOP-CHOP algorithm^48,49^.

To generate the GR^369-^ mutant line fertilized wild-type AB embryos were injected at the 1 cell stage with 1–2 nL of a gRNA cocktail targeting *nr3c1* exons 2 and 3 (final concentration 40 ng/µL for each gRNA, 230 ng/µL Cas9 mRNA, 0.1 M KCl, and 0.01% phenol red indicator dye). Individual whole injected larvae were screened for mutations of the targeted regions by high resolution melt analysis (HRMA) of PCR amplicons containing those regions^50^. Detected mutations were then verified by Sanger sequencing of a PCR amplicon containing the targeted region. F0 adults bearing mutations were identified by HRMA of DNA extracted from tailfin clips, and germline mutations were then identified by PCR and HRMA/sequencing of sperm. F0 males with germline mutations were outcrossed to AB females, and heterozygous progeny were screened via sequencing from tailfin clips. The GR^369-^ mutation was identified and selected for by breeding over 2 additional generations to yield F3 homozygous progeny. Subsequent generations were maintained as heterozygotes for health and breeding purposes.

To generate the *klf9*^-/-^ mutant line fertilized wild-type AB embryos were injected at the 1-cell stage with < 20% cell volume of injection mix consisting of 200 ng/ul Cas9 mRNA, 100 ng/ul guide RNA, 0.05% phenol red dye, and 0.2 M KCl. Individual F0 larvae were screened with HRMA to confirm CRISPR efficacy. Larvae were placed into system and raised. Young adult fish were genotyped via HRMA using DNA extracted from fin clips, and mutations were confirmed by Sanger sequencing. F0 fish positive for mutation were outcrossed to wild-type (AB) fish. F1 offspring of this cross were screened by HRMA to confirm germline transmission, and Sanger sequencing identified the 2 bp frame-shift mutation in one female founder. This female was out crossed with WT AB males. The resulting F2 fish were screened as young adults via fin clip and HRMA, and males positive for mutation were back crossed to the F1 founder female. Resulting F3 generation fish were screened via fin clip HRMA and sequenced to identify homozygous mutants as well as homozygous wild-type siblings. F3 generation was Mendelian 1:2:1 wild-type:heterozygote:homozygous-mutant ratio.

### In vitro mRNA transcription and injection

Total RNA was extracted from 5dpf wild-type larvae using Trizol. RNA was treated with DNase I (NEB), and full-length *nr3c1* cDNA was reverse transcribed using a specific primer (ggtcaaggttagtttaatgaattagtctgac) and Primescript RT kit (TaKara). Template DNA for transcripts was amplified from this cDNA using Q5 high fidelity polymerase (NEB), full-length (agtaatgcaaaatggatcaaggagg), truncated 310- (ctctttgggaacagctcgcc) or 369- (gggccagtttatgcttttcca) forward primers with upstream T7 promoters, and a common reverse primer (catcgtgtcctgctgttggg) downstream of the stop codon. Template DNA was run through an agarose gel to verify size, extracted and purified using E.Z.N.A. kit from Omega Biotek. Transcription reactions were run using mMessage mMachine Ultra T7 kit from Invitrogen, and yield quantified by spectrophotometry. Xenopus elongation factor 1a transcript from pTRI-Xef included in the mMessage mMachine kit was used as a control. Homozygous GR^369-^ mutant embryos were injected at the one-cell stage with a mix containing 200 ng/ul mRNA and 0.05% phenol red dye, with an injection volume of ~ 20% cell volume. Injected embryos were snap-frozen at 6 h post fertilization for RNA extraction and qRT-PCR.

### Visual background adaptation (VBA) screen

To identify larvae lacking a functional GR a VBA screen was performed on 4-day old larvae as described^12^. Briefly, larvae were incubated for 20 min in a dark incubator then transferred to a white background and immediately examined under a stereomicroscope with brightfield optics. Larvae that failed to mount a VBA response were identified by the failure of melanophores to disperse, remaining clustered in a dark patch on the dorsal surface^12^. Larvae were segregated as VBA+ and VBA- cohorts and returned to culture for an additional day before they were collected for RNA-seq.

### RNA-seq and data analysis

At 3 h zeitgeber time (post lights-on) on day 5 post-fertilization four biological replicates of cortisol-treated and control embryos were collected as follows. For the first RNA-seq experiment, one by one, a dish of larvae corresponding to a single condition was removed from the incubator, and 8 larvae per replicate (4 replicates) were collected in a 1.5 mL tube with minimal water and immediately snap frozen in liquid nitrogen. All replicates from one condition were collected sequentially before moving on to the next condition. Total RNA was extracted using the Qiagen RNA-Easy Plus mini kit (Qiagen). For the second RNA-seq experiment, four replicates of n = 10 larvae were collected from a single dish for each condition and immediately snap frozen in liquid nitrogen. Collection of 16 samples occurred over 22 min. RNA was prepared as described above on two different days. On the first day (experimental replicates 1 and 2) the lysis buffer was added to all 8 frozen samples before homogenization, while on the second day the lysis buffer was added to each sample which was then immediately homogenized. This difference in sample preparation likely accounts for the large variance between samples prepared on day 1 and day 2. 

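The SD over genes of the log2 difference between 2 replicates of a condition measures how far apart they lie. It was between 0.34 and 0.49 (median 0.42) in the 8 pairs prepared on the same day and between 0.52 and 0.83 (median 0.64) in the 16 pairs prepared on different days, so the ranges did not overlap.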

RNA was sent to the Oklahoma State Genomics Facility for Illumina library preparation and single-end sequencing.

RNA-seq libraries were generated with Illumina-compatible KAPA libraries and sequenced on an Illumina NextSeq 500 High Output sequencer. *klf9*^-/-^ and matched control samples were sequenced as single end 75-bp reads. VBA+ and VBA- samples were sequences as paired-end 75-bp samples.

Fastq formatted read files were preprocessed with Trimmomatic^51^ version 0.38 with default options, and then aligned to the Zebrafish genome version 11 as presented in Ensembl^52^ version 93, using the STAR aligner^53^ version 2.6.1b. The Ensembl transcriptome was preprocessed with a splice junction overhang of 100 nt. Following alignment, the resulting BAM files were processed with RSEM^54^ version 1.3.0 for isoform and gene-level expression estimates. The resulting gene-level expression values were merged into a single expression matrix with an in-house python script. EDASeq^55^ carried out in R version 3.6.1 was used to further normalize data for systematic effects, using gene-level length and GC-content as downloaded from Ensembl version 98 using EDAseq’s included scripts. “WithinLane” normalization with GC content was judged as superior to that based on length. Final normalized gene-level counts (which = “full”) were generated using GC-based WithinLaneNormalization followed by BetweenLaneNormalization. Subsequent differential expression analysis was carried out in R version 3.6.1 with the DESeq2^56^ version 1.24.0, using either treatment (DMSO/cortisol) or genetics (VBA+/VBA− or *klf9*^-/-^/WT) as the comparison. The *klf9*^-/-^ experiment analysis also included a two-level categorical batch covariate. DESeq2 was also used to generate a rlog-matrix which was subsequently Z-transformed to normalize each gene across all samples. The Z-transformed rlog matrix was then loaded into JMP version 15 and used for PCA (using the “Wide Method”) after thresholding to an average rlog expression value of 7.5.

Both RNA-seq dataset have been deposited in the NCBI Gene Expression Omnibus database, under accession numbers GSE144884 (GR+/− experiment) and GSE144885 (Klf9+/− experiment).

The previously published RNA-seq data set was reprocessed as just described, and an overall matrix of only wild-type or VBA+ samples was generated and jointly normalized with EDASeq and then subjected to PCA as described in the previous paragraph.

DESeq2 output tables were filtered with the following restrictions for the identification of statistically significant differentially expressed genes: BaseMean ≥ 75 (average of 5 counts per sample), padj ≤ 0.05, |log2foldchange|≥ 0.5, estimated standard error of the log2foldchange < 1.0.

The GOrilla algorithm^34^ (https://cbl-gorilla.cs.technion.ac.il/) was used for Gene Ontology term enrichment analysis, and the data were visualized using REVIGO^57^ (https://revigo.irb.hr/). Venn diagrams were generated using Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/). HOMER motif enrichment analysis^27^ was used to compare incidence of known vertebrate motifs in a list of promoters of interest with incidence in a background list of all zebrafish promoters by running the findMotifs program (https://homer.ucsd.edu/homer/microarray/index.html) using default settings except that sequence from − 1500 to + 500 bp relative to the transcription start site was searched for motifs from 10 to 18 bp in length.

### Quantitative reverse transcription and polymerase chain reaction (qRT-PCR)

Total RNA purified from snap-frozen larvae using the Trizol method and used as template to synthesize random-primed cDNA using the Primescript cDNA synthesis kit (TaKaRa). Relative gene expression levels were measured by qRT-PCR, using the delta-delta Ct method as described previously^9^, and *eif5a* as a reference gene. Examination of the results of multiple RNA-seq data sets indicated that *eif5a* activity was highly stable across treatments and genotypes. 

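In the *klf9* experiment, *eif5a* (ENSDARG00000017235) had 10881 ± 678 (SD, n = 4) normalized counts in vehicle-treated and 9763 ± 1914 (SD, n = 4) in cortisol-treated WT larvae, and 10932 ± 1438 (SD, n = 4) and 8965 ± 1013 (SD, n = 4) in *klf9*-/- larvae. The log2 effect of cortisol was −0.18 (SE 0.10, adjusted p = 0.23) in WT larvae, from −0.40 on day 1 and 0.05 on day 2, and −0.28 (SE 0.10, adjusted p = 0.088) in *klf9*-/- larvae. The fall in WT larvae had an adjusted p of 0.020 on day 1 alone. In *klf9*-/- larvae it had 0.029 with a separate mean for each condition and day, 0.041 with array weights and 0.042 without replicate 4 of the vehicle-treated samples.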

In many experiments beta-actin was also used as a reference gene, and this did not substantially change the results.

### Graphics

RNA-seq results (PCA plots, box plots, scatter plots, and violin plot) were graphed using JMP version 15 from SAS. qRT-PCR results were graphed using Microsoft Excel. All figures were drafted using Adobe Illustrator CS4. Some of the graphs (Figs. 2B,D, 4C, and 5A) were redrawn in Illustrator exactly without modifying the depiction of the data.

## Supplementary information

Supplementary Figures

Supplementary table S1a

Supplementary table S1b

Supplementary table S2a

Supplementary table S2b

Supplementary table S3

Supplementary table S4

Supplementary table S5a

Supplementary table S5b

Supplementary table S6

Supplementary table S7

Supplementary table S8

Supplementary table S9

Supplementary table S10

Supplementary table S11

Supplementary table S12

Supplementary table S13

Supplementary table S14

Supplementary legends

# Supplementary material for: Klf9 is a key feedforward regulator of the transcriptomic response to glucocorticoid receptor activity
**Source:** Sci Rep. 2020 Jul 10;10:11415. doi: 10.1038/s41598-020-68040-z
**Supplement:** Supplementary file 1 — Supplementary Figures

|       |     |                                                              |     |
|-------|-----|--------------------------------------------------------------|-----|
| Human | 1   | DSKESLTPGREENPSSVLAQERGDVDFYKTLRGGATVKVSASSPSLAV             | 50  |
| Zfish | 1   | -----DQGGLENGKK--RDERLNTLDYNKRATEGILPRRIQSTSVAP              | 42  |
| Human | 51  | AS---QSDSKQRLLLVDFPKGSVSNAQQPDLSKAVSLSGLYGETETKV             | 97  |
| Zfish | 43  | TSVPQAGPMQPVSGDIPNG-LSNS--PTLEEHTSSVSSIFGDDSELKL             | 89  |
| Human | 98  | GND-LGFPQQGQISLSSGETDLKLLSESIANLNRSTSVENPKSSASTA             | 146 |
| Zfish | 90  | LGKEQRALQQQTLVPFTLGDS-LSGLEASIADLN-----NPSPSDSL              | 131 |
| Human | 147 | VSAA-----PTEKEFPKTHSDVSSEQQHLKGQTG--TNGGNVKLYTTD             | 187 |
| Zfish | 132 | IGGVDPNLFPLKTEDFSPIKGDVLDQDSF-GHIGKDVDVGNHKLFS--             | 178 |
| Human | 188 | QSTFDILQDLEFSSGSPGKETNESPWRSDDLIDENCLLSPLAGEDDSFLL           | 237 |
| Zfish | 179 | DNTDLLQDFEL-DGSP-----SDFVADDAFLSTIG--EDALLS                  | 215 |
| Human | 238 | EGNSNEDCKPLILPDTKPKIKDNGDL-----VLSSSPSNVTL PQVKEKE           | 281 |
| Zfish | 216 | ELPTNLD-----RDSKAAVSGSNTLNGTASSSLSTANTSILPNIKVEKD            | 259 |
| Human | 282 | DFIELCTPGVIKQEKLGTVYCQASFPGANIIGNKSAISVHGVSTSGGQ             | 331 |
| Zfish | 260 | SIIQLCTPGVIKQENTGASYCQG-----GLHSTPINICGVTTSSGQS              | 301 |
| Human | 332 | YHYDN--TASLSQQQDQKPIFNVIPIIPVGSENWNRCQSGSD-DNLTSL            | 378 |
| Zfish | 302 | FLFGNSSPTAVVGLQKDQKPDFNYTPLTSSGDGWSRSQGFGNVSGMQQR            | 351 |
| Human | 379 | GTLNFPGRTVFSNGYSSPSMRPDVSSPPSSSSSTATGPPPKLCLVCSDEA           | 428 |
| Zfish | 352 | ASLCFS-----KNFSSSPYSRPE-DSTATSSAGGKTG-THKICLVCSDEA           | 394 |
| Human | 429 | <u>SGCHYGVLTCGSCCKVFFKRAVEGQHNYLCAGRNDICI DKIRRKNC PACRY</u> | 478 |
| Zfish | 395 | <u>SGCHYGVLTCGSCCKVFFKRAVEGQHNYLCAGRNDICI DKIRRKNC PACRF</u> | 444 |
| Human | 479 | <u>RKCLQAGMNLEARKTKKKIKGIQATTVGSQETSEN-----PGNKTIVP</u>      | 522 |
| Zfish | 445 | <u>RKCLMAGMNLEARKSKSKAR---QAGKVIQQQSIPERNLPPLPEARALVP</u>    | 491 |
| Human | 523 | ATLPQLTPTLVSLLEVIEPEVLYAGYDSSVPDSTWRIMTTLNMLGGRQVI           | 572 |
| Zfish | 492 | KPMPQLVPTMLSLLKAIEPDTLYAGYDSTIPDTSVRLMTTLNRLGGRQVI           | 541 |
| Human | 573 | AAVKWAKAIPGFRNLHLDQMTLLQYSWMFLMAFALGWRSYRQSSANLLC            | 622 |
| Zfish | 542 | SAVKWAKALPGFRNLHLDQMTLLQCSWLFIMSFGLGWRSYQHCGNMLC             | 591 |
| Human | 623 | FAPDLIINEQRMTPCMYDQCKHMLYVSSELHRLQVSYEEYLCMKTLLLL            | 672 |
| Zfish | 592 | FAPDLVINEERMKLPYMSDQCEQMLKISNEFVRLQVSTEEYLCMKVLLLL           | 641 |
| Human | 673 | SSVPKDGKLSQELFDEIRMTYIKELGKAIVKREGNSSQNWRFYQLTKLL            | 722 |
| Zfish | 642 | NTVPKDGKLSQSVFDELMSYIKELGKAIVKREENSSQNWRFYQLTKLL             | 691 |
| Human | 723 | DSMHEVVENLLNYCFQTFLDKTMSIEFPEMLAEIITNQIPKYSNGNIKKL           | 772 |
| Zfish | 692 | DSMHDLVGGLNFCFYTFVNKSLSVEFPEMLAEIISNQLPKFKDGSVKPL            | 741 |
| Human | 773 | LFHQK 777                                                    |     |
| Zfish | 742 | LFHQK 746                                                    |     |

**Figure S1. Needle amino acid sequence alignment of human and zebrafish glucocorticoid receptors.** Methionines available as potential N-termini via alternative translation initiation are highlighted. Those in the zebrafish sequence were identified by the [NetStart](#) 1.0 algorithm. Those in the human GR are known to produce transcriptionally functional products (Lu and Cidlowski, 2005). The DNA binding domain is underlined.

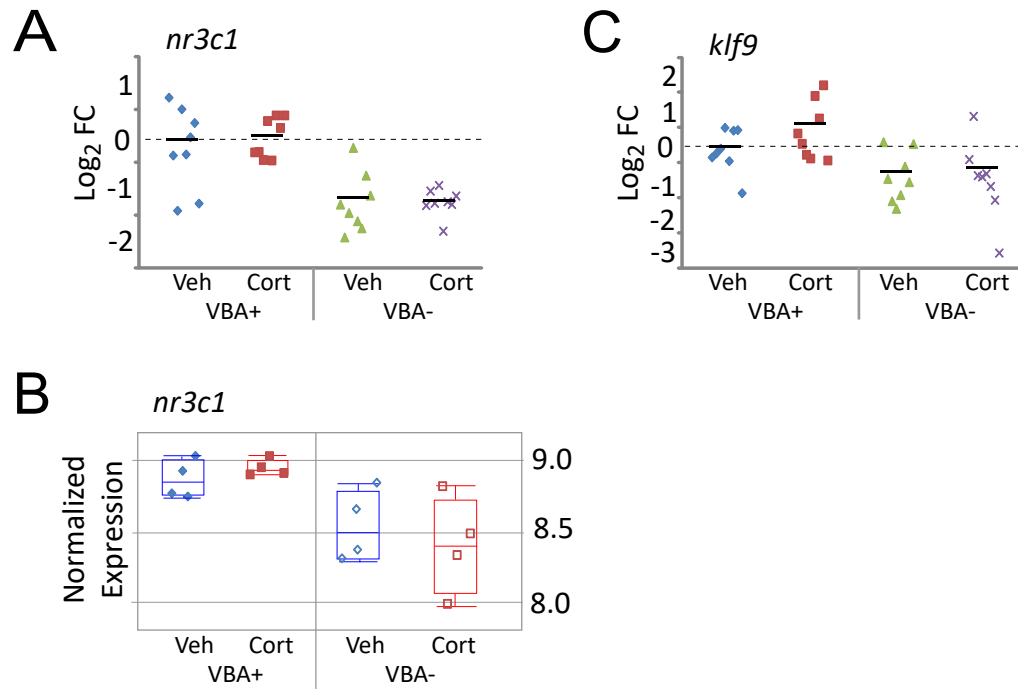

**Figure S2. Expression of *nr3c1* and *klf9* is reduced in VBA- larvae.** (A) Relative expression of *nr3c1* in individual VBA+ and VBA- larvae, measured by qRT-PCR; (B) normalized expression of *nr3c1* in each of the four biological replicates of the RNA-seq experiment (Fig. 1); (C) relative expression of *klf9* in individual VBA+ and VBA- larvae, measured by qRT-PCR (same samples as in panel A).

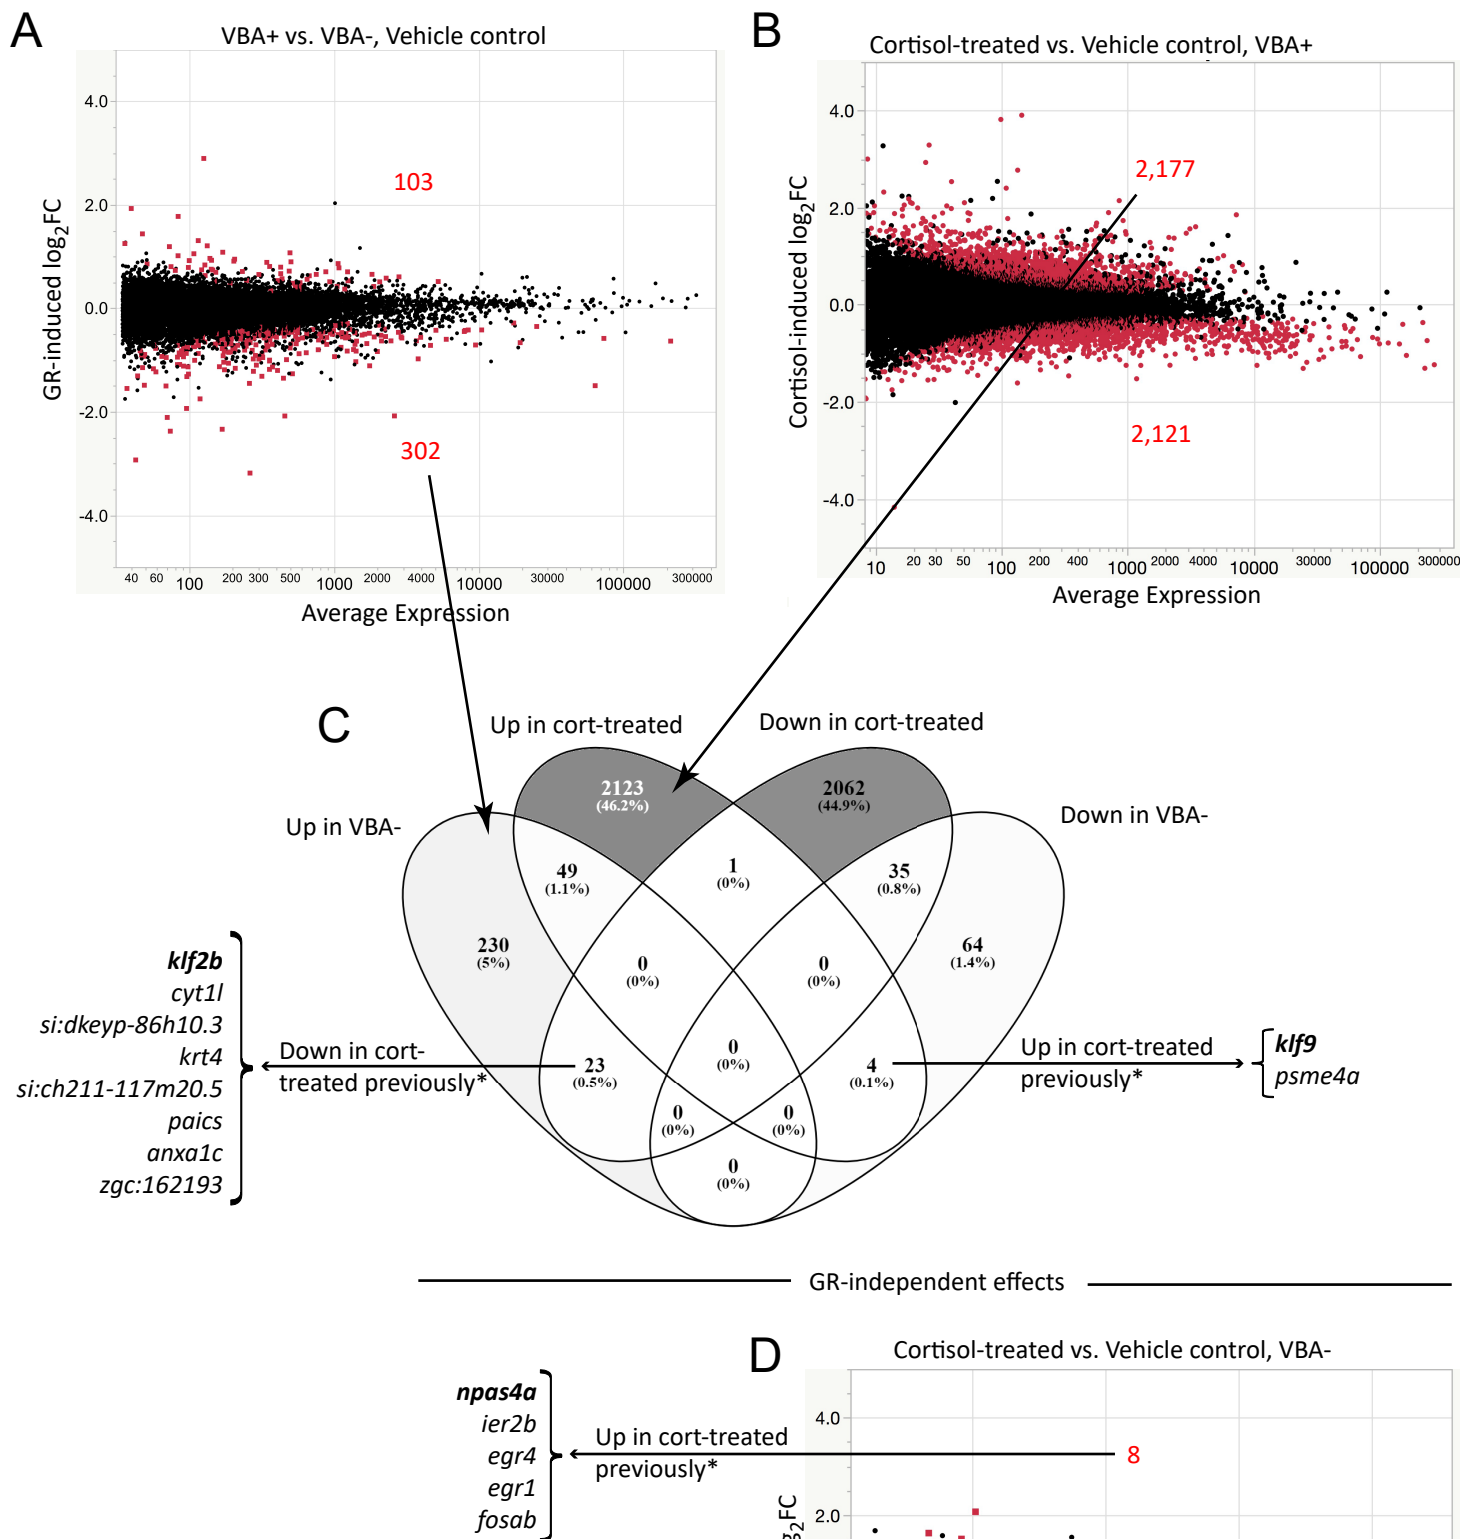

**Figure S3. Transcriptomic effects of GR loss of function and chronic cortisol exposure in larvae containing or lacking a GR.** (A) MA plot comparing gene expression in VBA+ and VBA- larvae developed under control conditions; (B) MA plot comparing gene expression in cortisol-treated VBA+ and vehicle-treated VBA+ larvae; (C) Venn diagram comparing the results of (A) and (B), and showing lists of genes\* previously found to be down- or up-regulated by chronic cortisol (\*Hartig et al., 2016); (D) MA plot comparing gene expression in cortisol-treated VBA- and vehicle-treated VBA- larvae. Diagram generated by Venny (<https://bioinfogp.cnb.csic.es/tools/venny/>).

A

Single gene list ranked by significance (adjusted p-value)

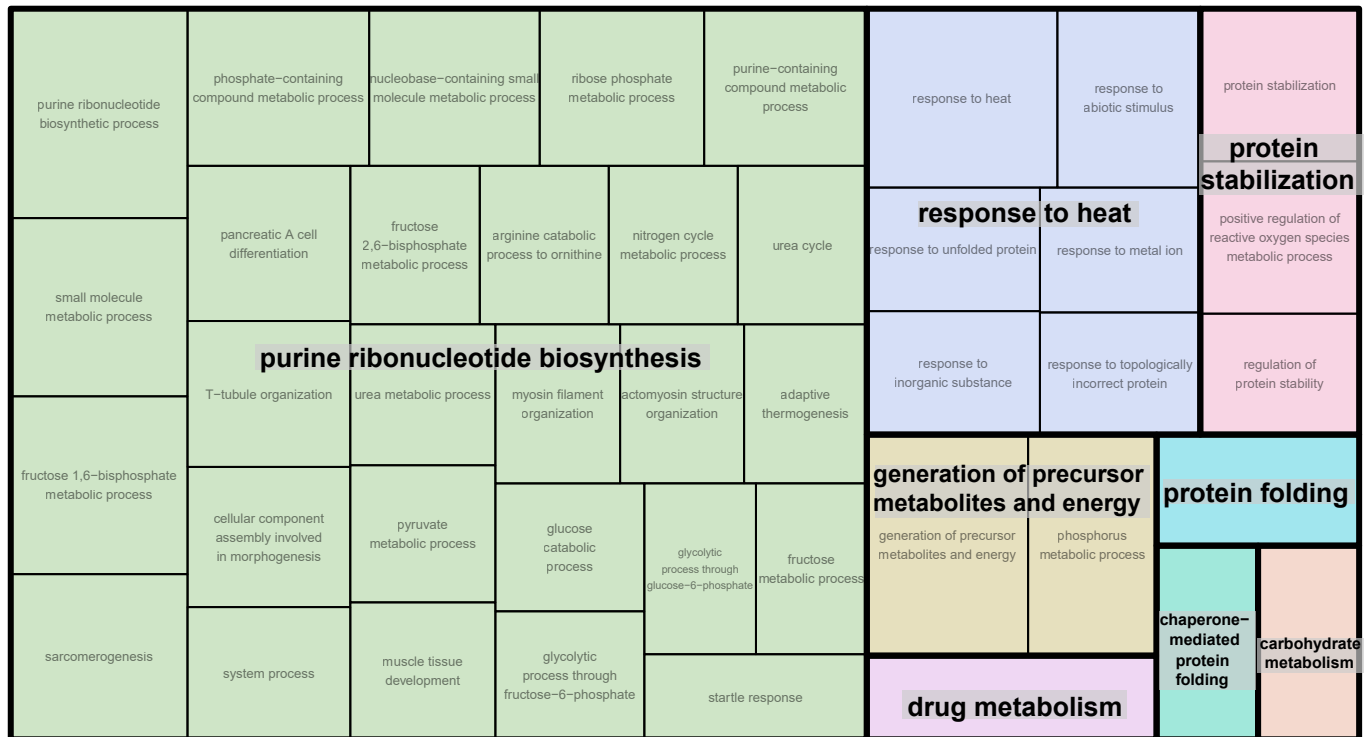

B

Two unranked gene lists (target and background)

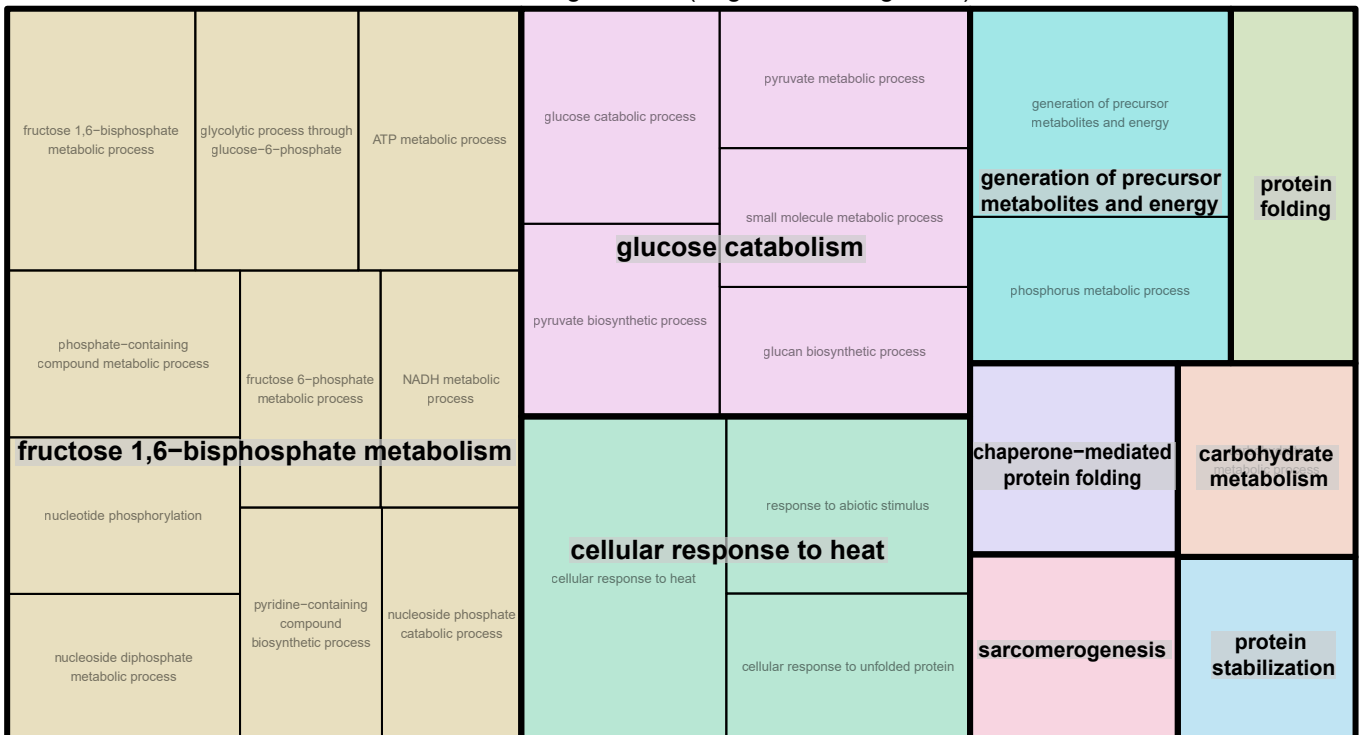

**Figure S4. REVIGO Gene Ontology treemaps of processes upregulated by the GR under normal conditions, identified by GOrilla analysis of (A) single ranked gene list and (B) two unranked gene lists (target and background, with target genes having an adjusted p-value <0.05) obtained from differential gene expression analysis. Generated by REVIGO (<http://revigo.irb.hr/>).**

A

Single gene list ranked by significance (adjusted p-value)

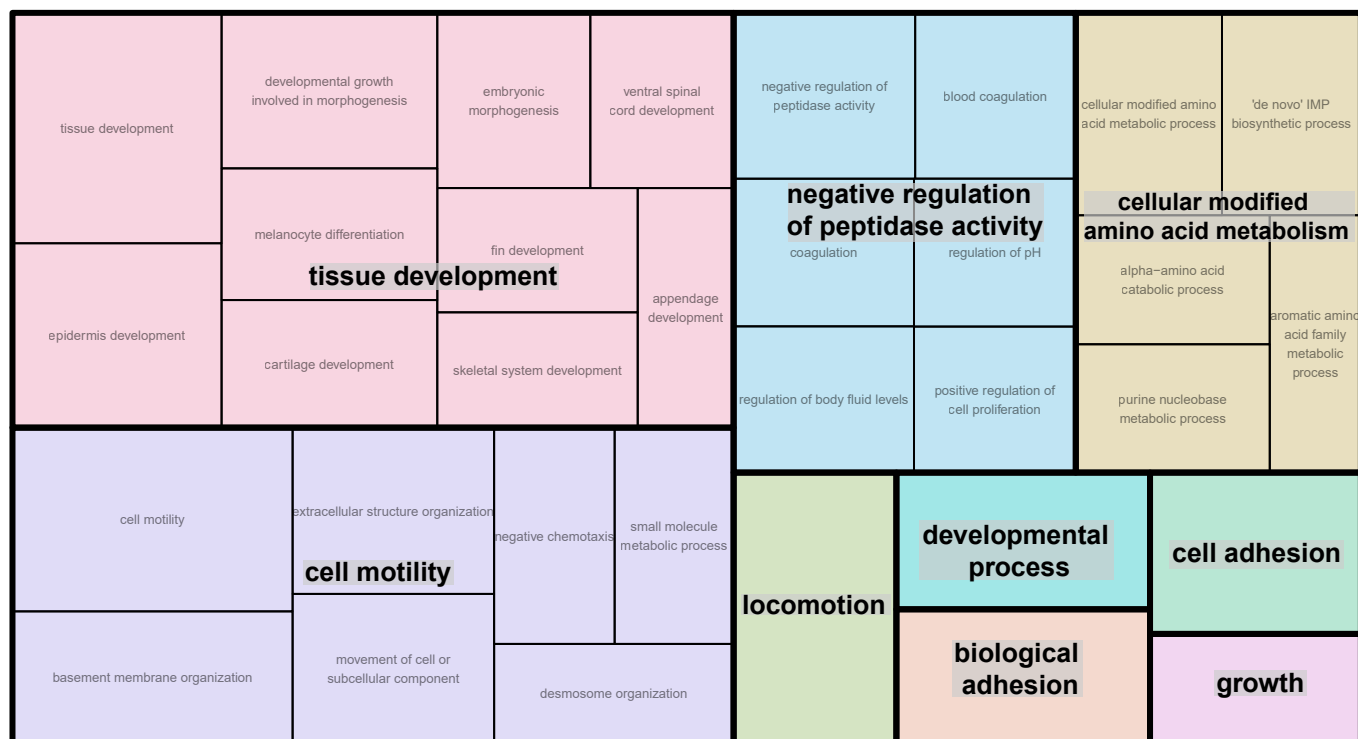

B

Two unranked gene lists (target and background)

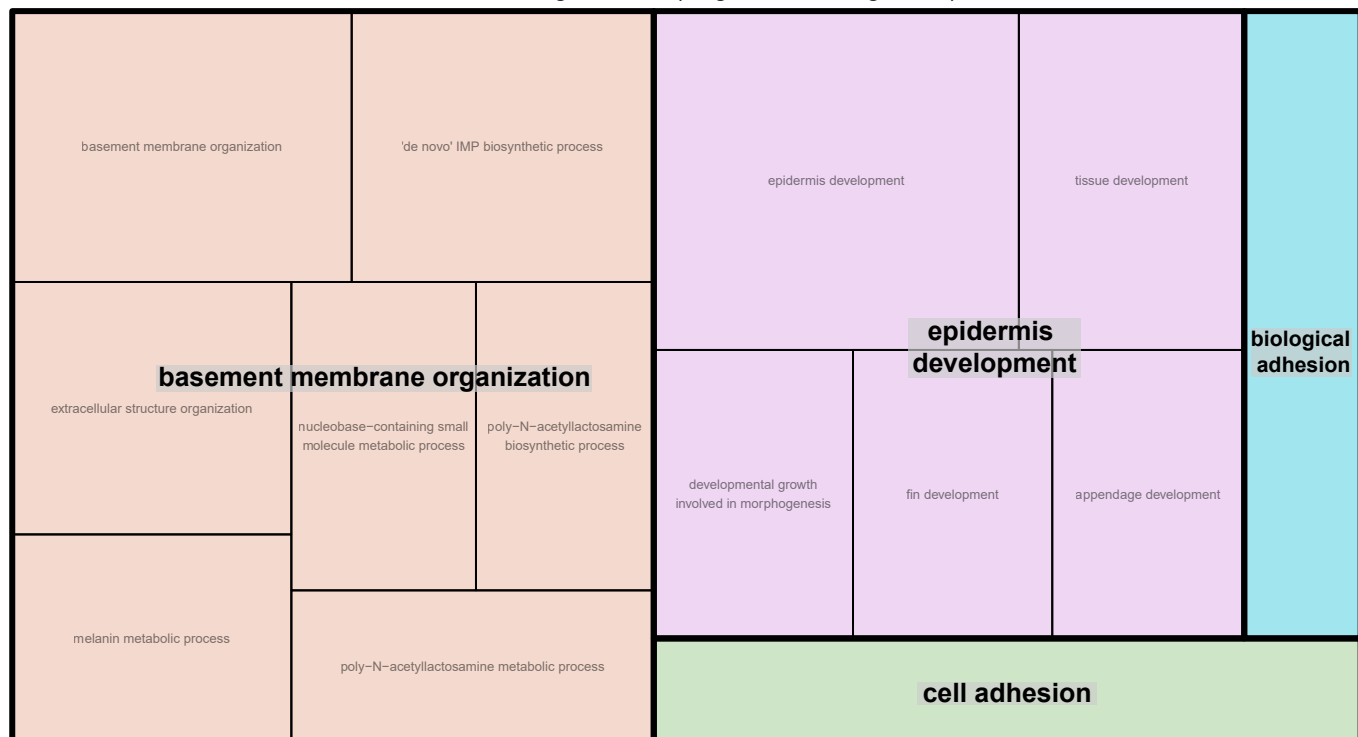

**Figure S5. REVIGO Gene Ontology treemaps of processes downregulated by the GR under normal conditions, identified by GOrilla analysis of (A) single ranked gene list and (B) two unranked gene lists (target and background, with target genes having an adjusted p-value <0.05) obtained from differential gene expression analysis. Generated by REVIGO (<http://revigo.irb.hr/>).**

A

Single gene list ranked by significance (adjusted p-value)

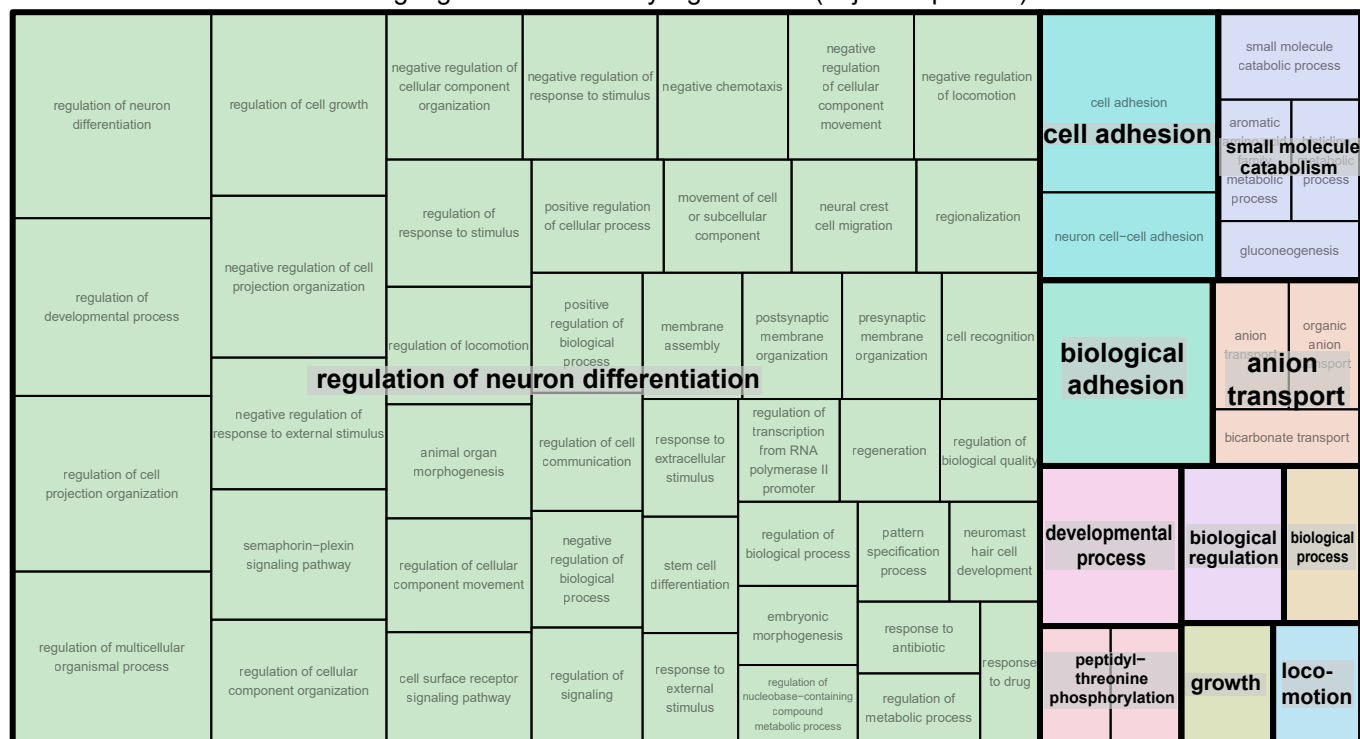

B

Two unranked gene lists (target and background)

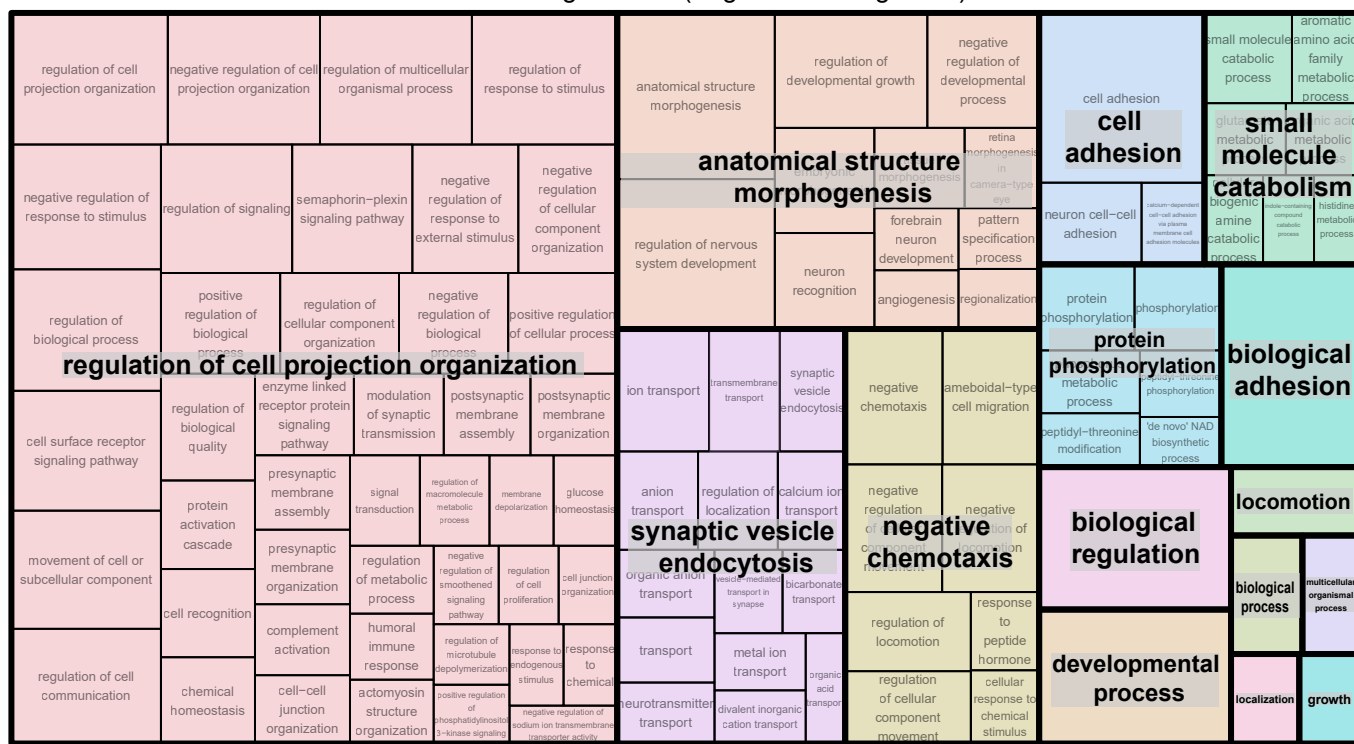

**Figure S6. REVIGO Gene Ontology treemaps of processes upregulated by chronic cortisol treatment in larvae with a GR, identified by GOrilla analysis of (A) single ranked gene list and (B) two unranked gene lists (target and background, with target genes having an adjusted p-value <0.05) obtained from differential gene expression analysis. Generated by REVIGO (<http://revigo.irb.hr/>).**

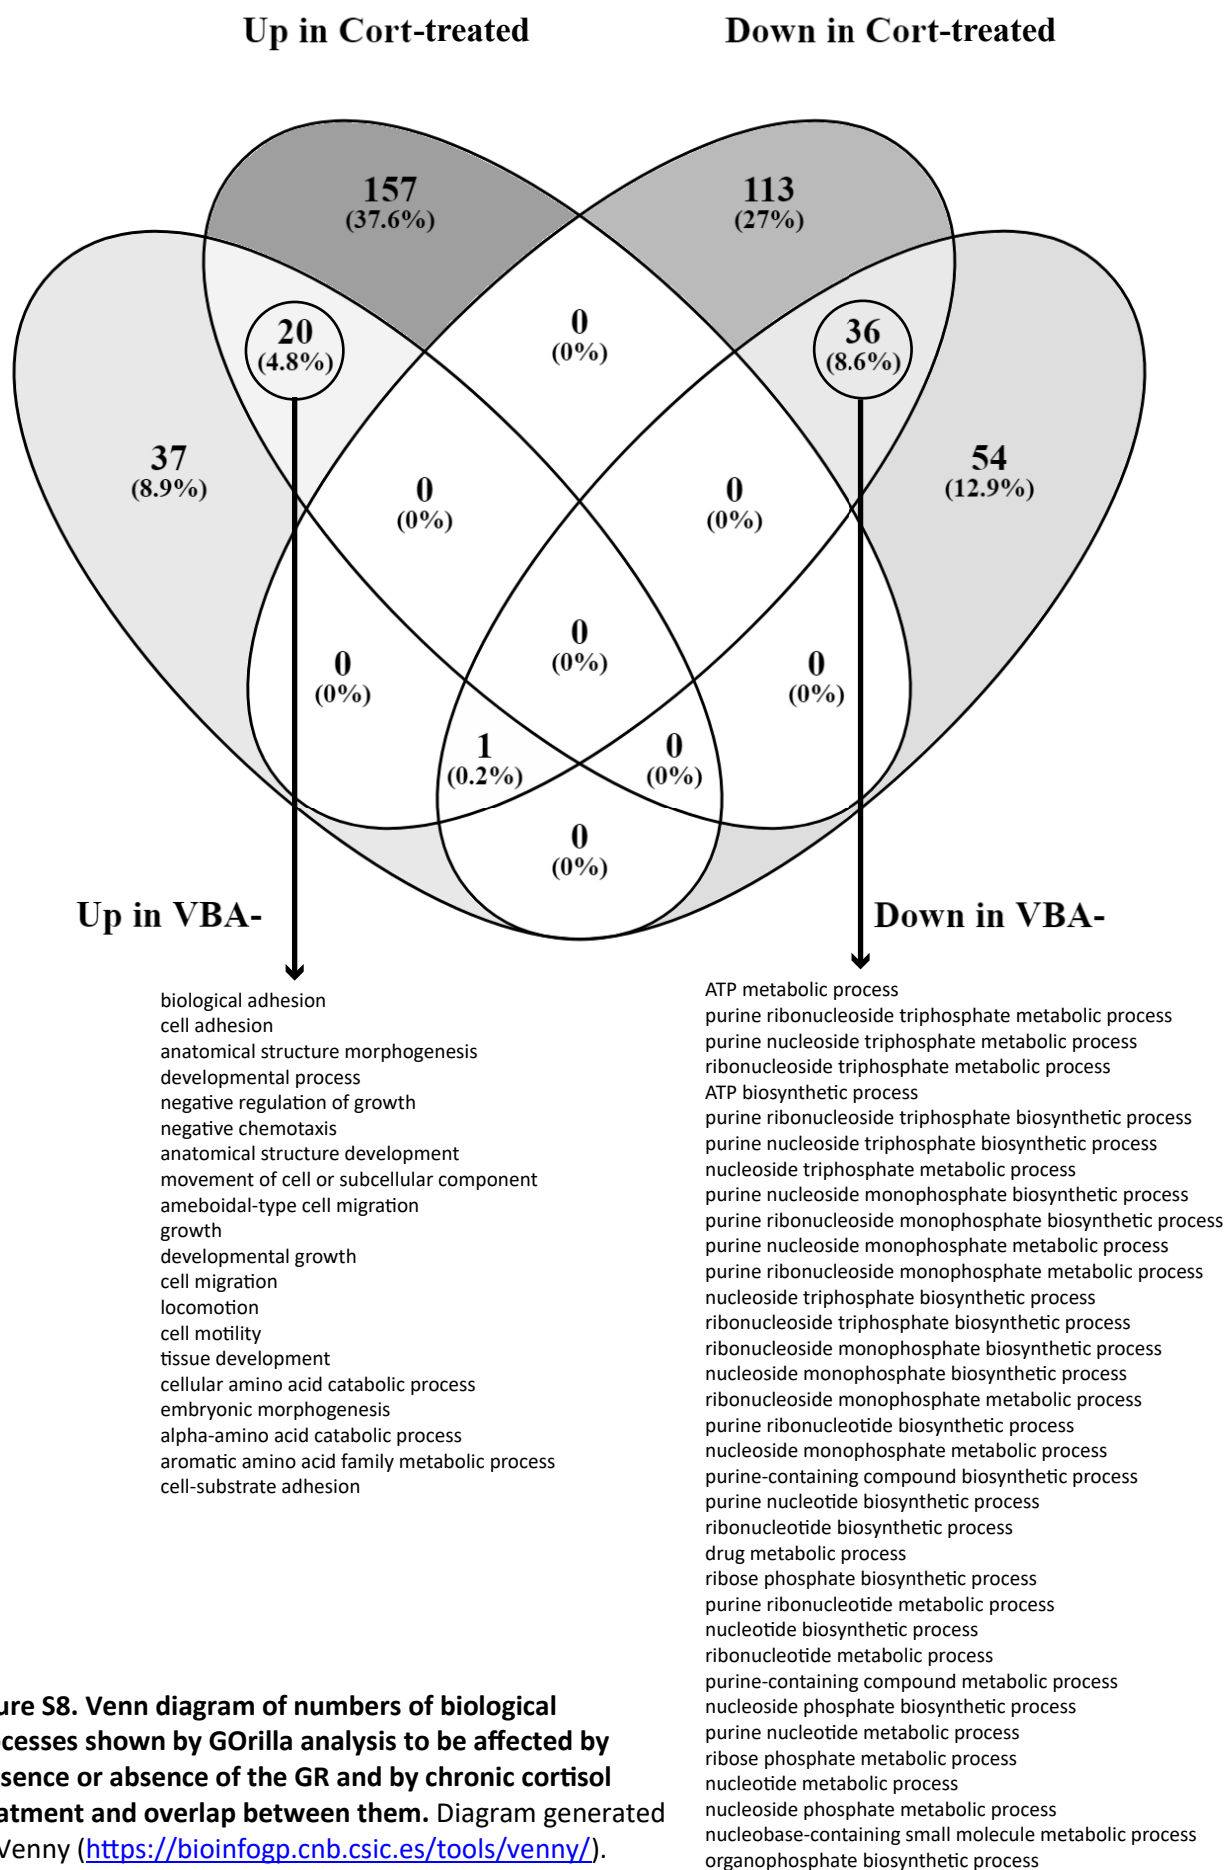

**Figure S8. Venn diagram of numbers of biological processes shown by GOrilla analysis to be affected by presence or absence of the GR and by chronic cortisol treatment and overlap between them.** Diagram generated by Venny (<https://bioinfogp.cnb.csic.es/tools/venny/>).

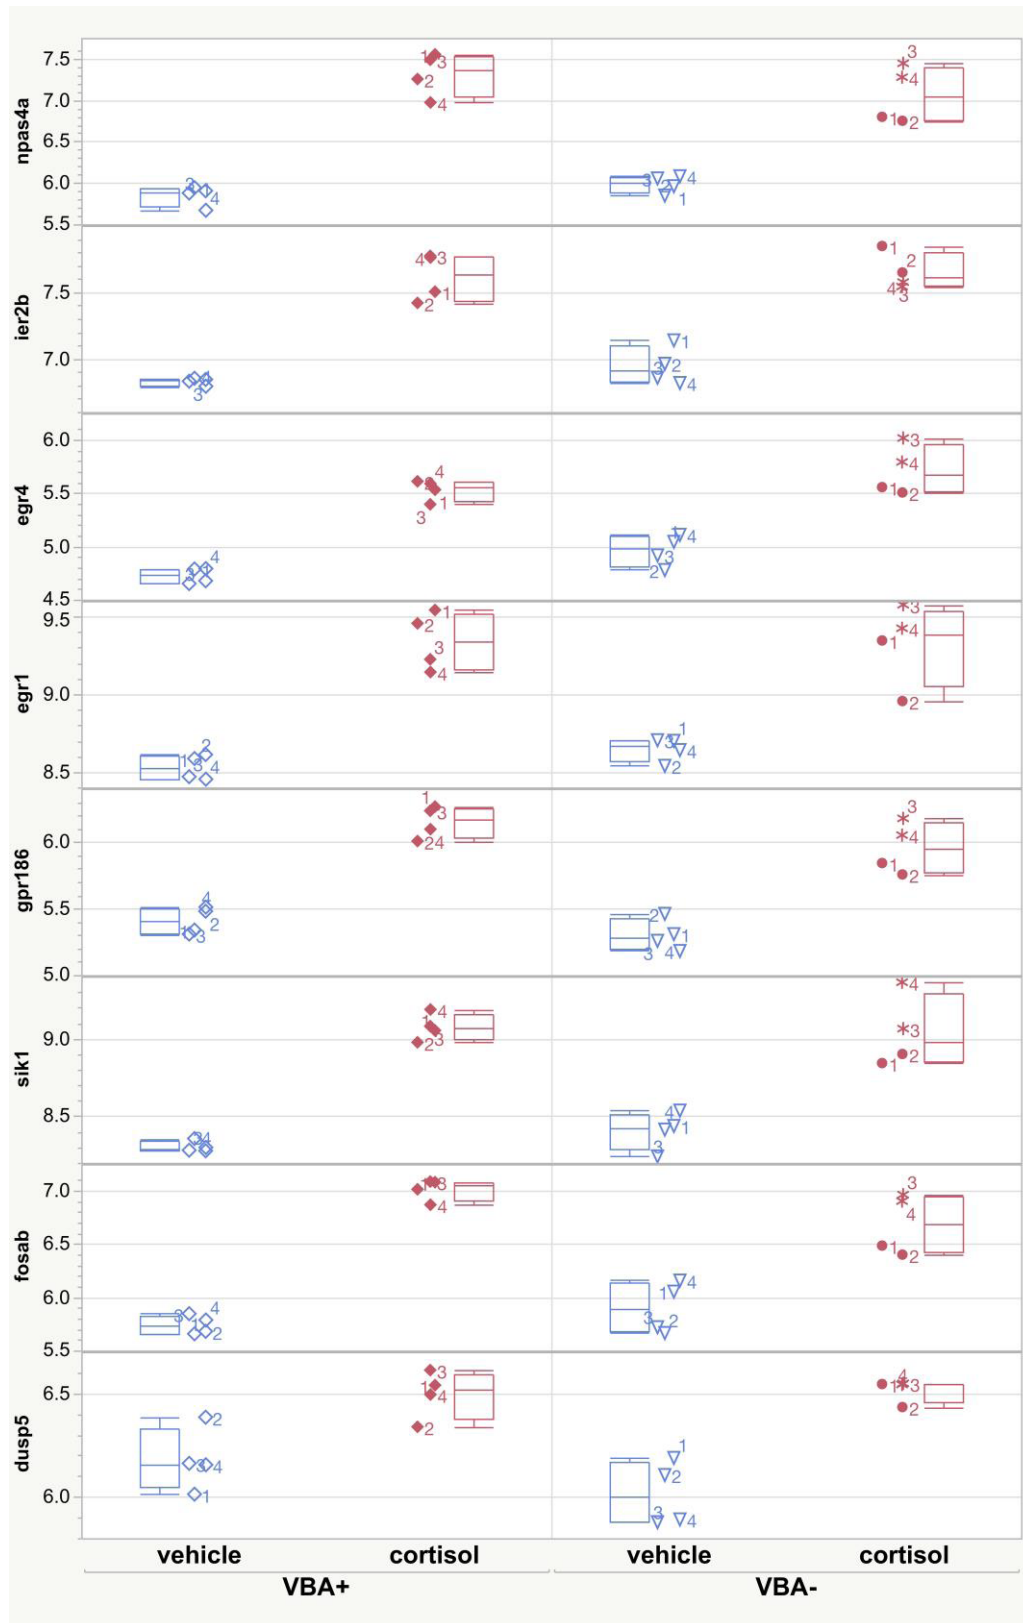

**Figure S9. Expression levels of eight genes that are upregulated by chronic cortisol treatment in both VBA+ and VBA- larvae, measured by RNA-seq.** Several of these genes (*npas4a*, *fosab*, *egr1*, *egr4*, *ier2b*) were found in our previously reported RNA-seq analysis to be upregulated in wild-type larvae treated chronically with cortisol (Hartig et al., 2016).

A

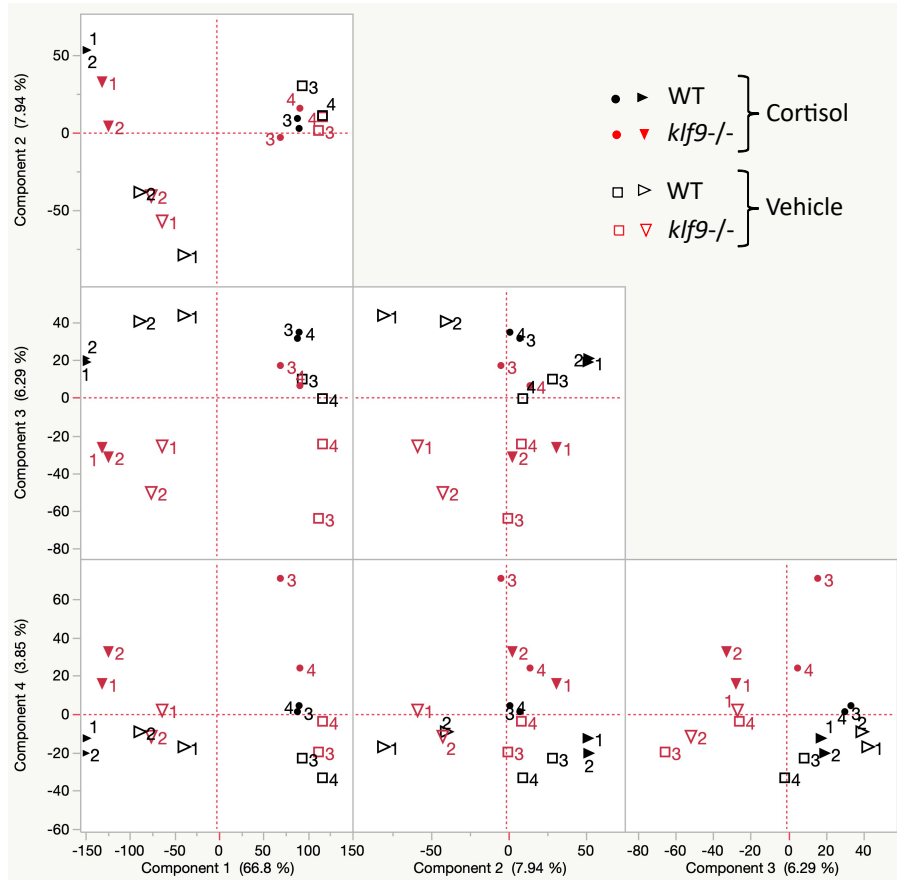

B

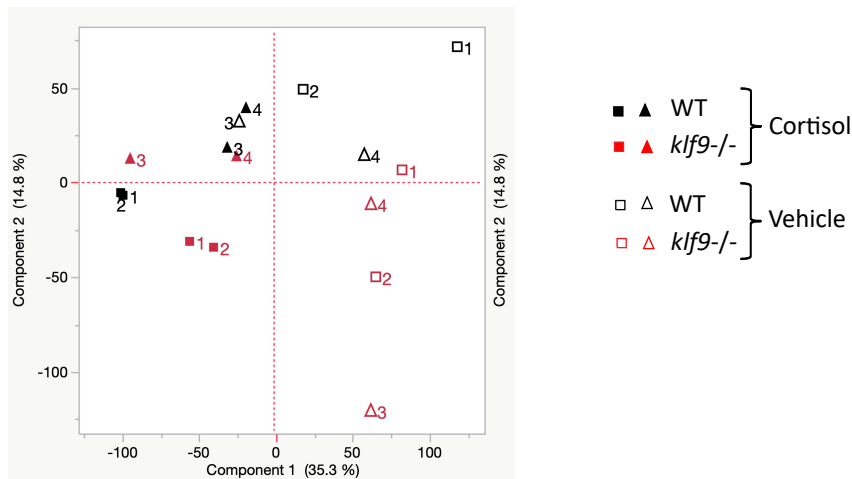

**Figure S10. Principal component(PC)plots of the RNAseq data comparing transcriptomes of 5 dpf wild-type (WT) and *klf9*<sup>-/-</sup> larvae developed normally (vehicle) or with chronic cortisol treatment. (A)** Plots of the first four PCs when all samples were rlog normalized as a group. (B) Plots of the first two PCs obtained when the data were rlog normalized independently for each day the samples were prepared (day 1, replicates 1 and 2; day 2, replicates 3 and 4).

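Among all 16 samples, the component with the next most variance held 8.59% of it. Over both days together its scores differed little by day, genotype or treatment (exact permutation tests, p = 0.26, 0.20 and 0.48). Cortisol-treated samples scored 51.1 higher on day 1 and 31.2 lower on day 2 than vehicle-treated samples, without overlap on either day, and these differences cancel in the mean. The third held 8.15%, and on it *klf9*-/- samples scored 38.0 higher than WT samples, by 48.3 on day 1 and 27.7 on day 2 (exact permutation test within days, p = 8.2e-04, adjusted p = 0.0041). The fourth held 4.98%, with a difference between treatments of 23.0 (exact permutation test, p = 0.024, adjusted p = 0.069) and between genotypes of 20.8 (exact permutation test, p = 0.053).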

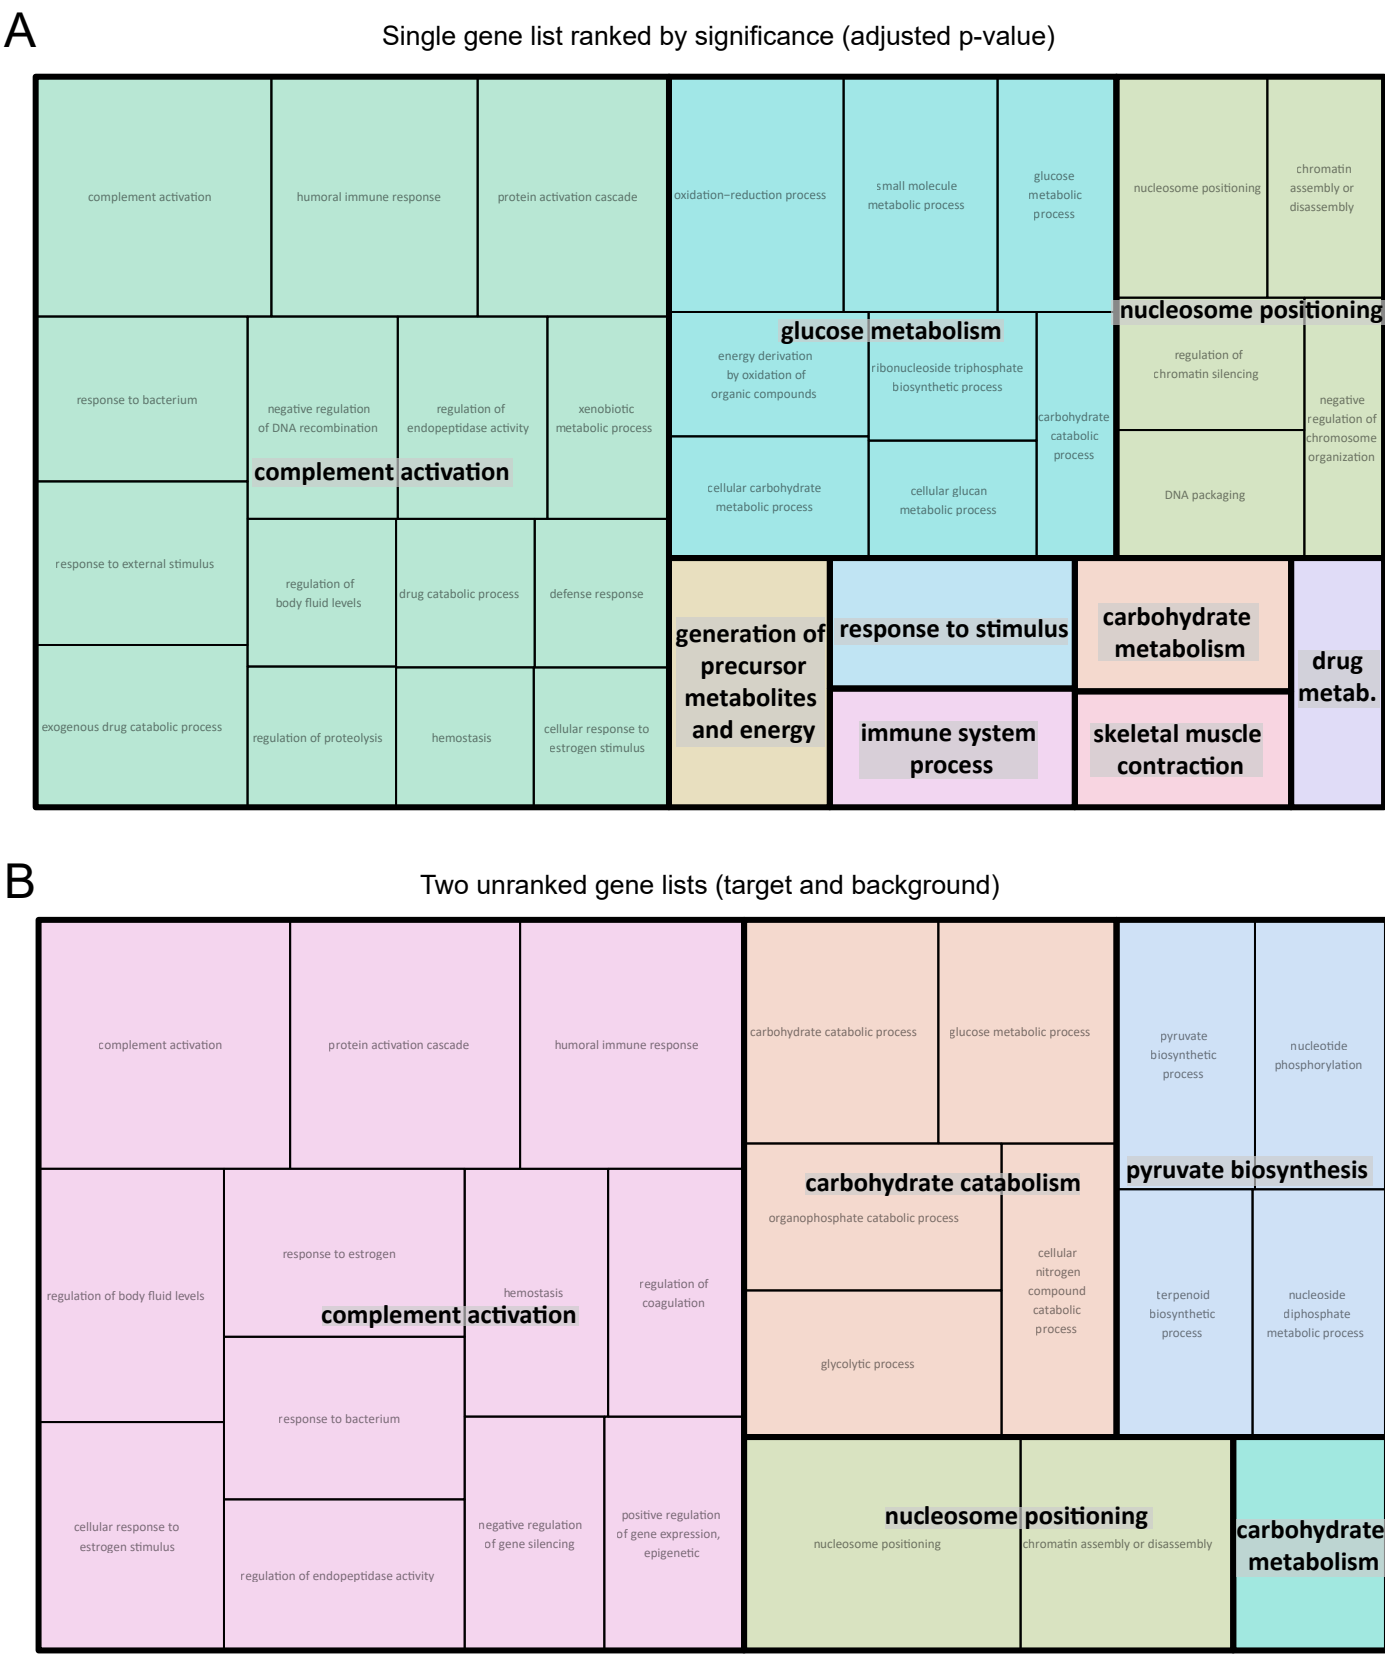

**Figure S11. REVIGO Gene Ontology treemaps of processes upregulated by loss of Klf9 function**, identified by GOrilla analysis of (A) single ranked gene list and (B) two unranked gene lists (target and background, with target genes having an adjusted p-value <0.05) obtained from differential gene expression analysis. Generated by REVIGO (<http://revigo.irb.hr/>).

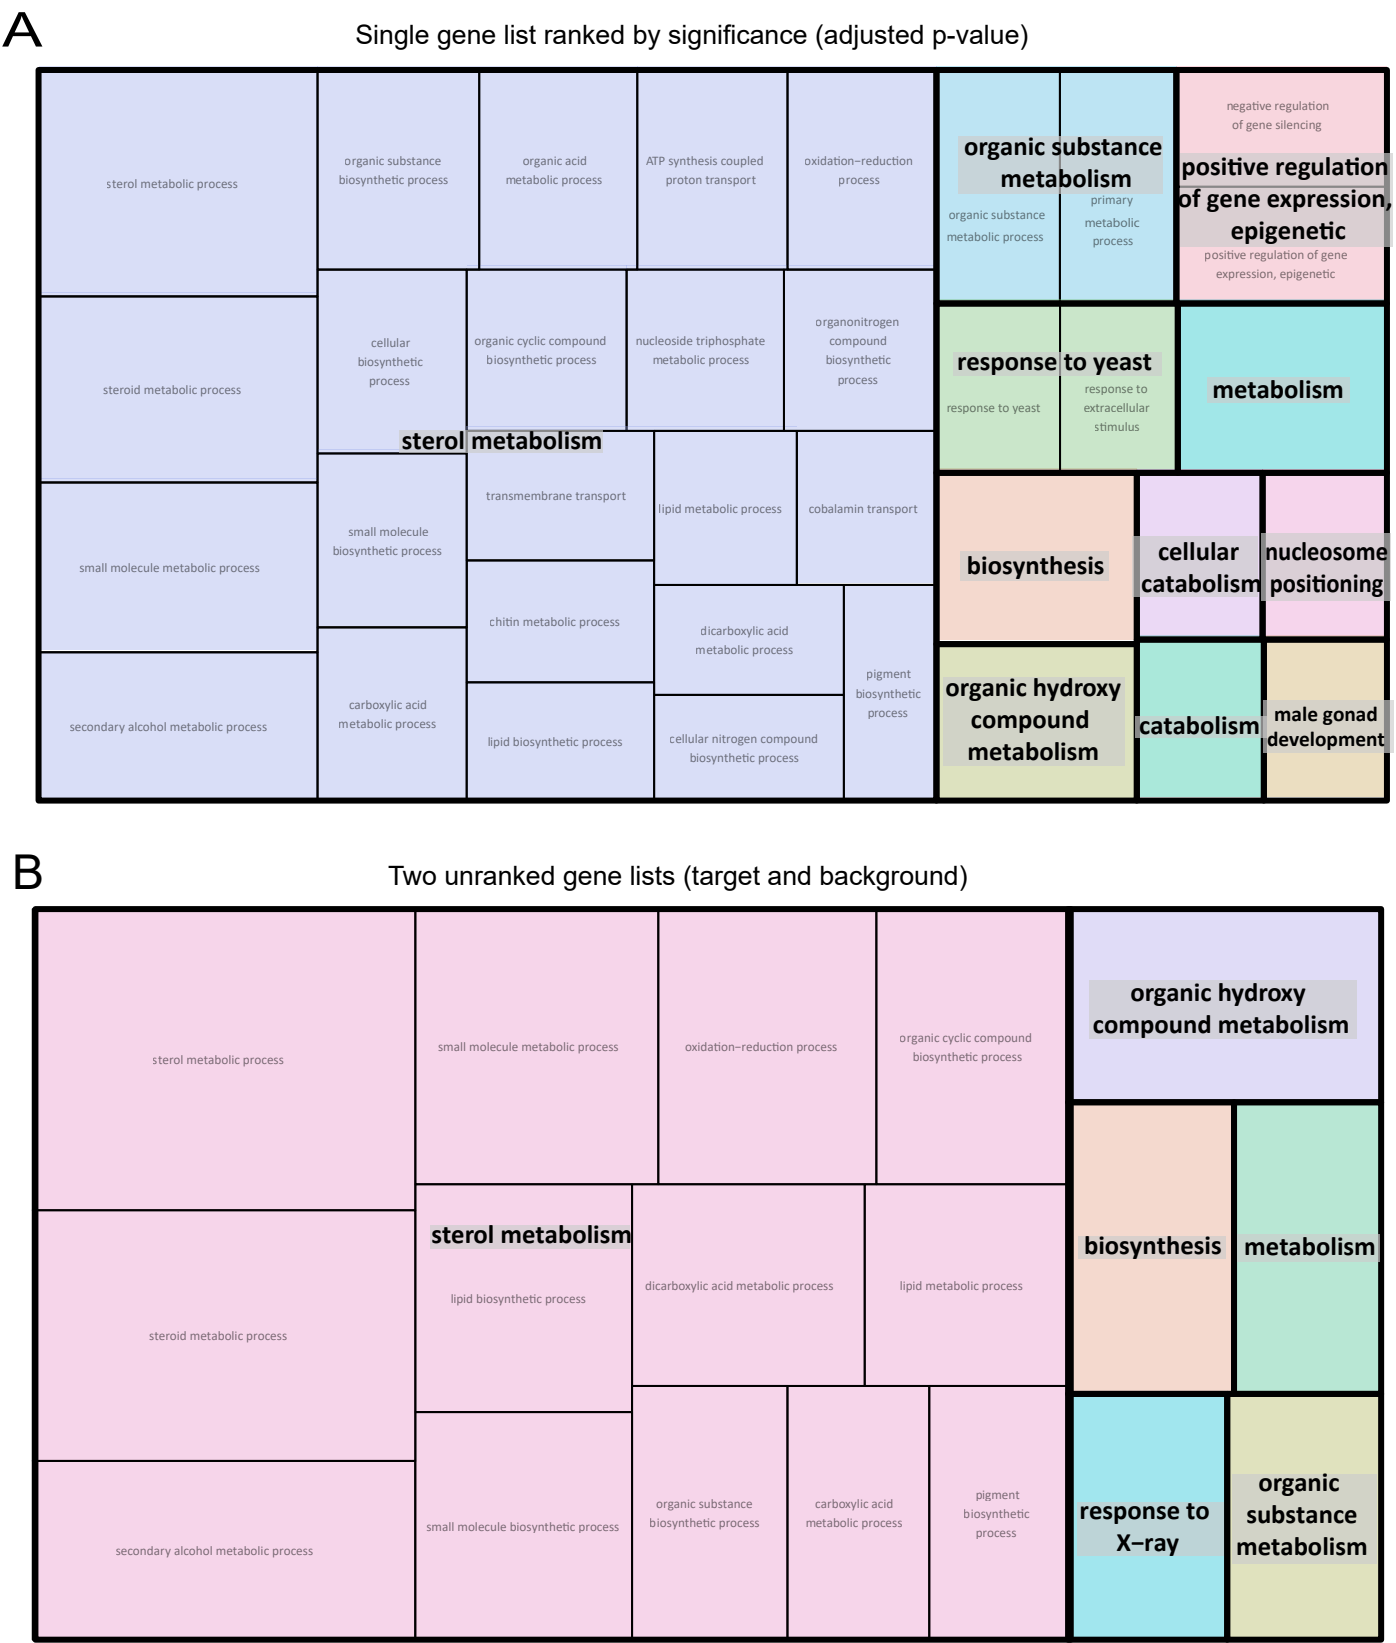

**Figure S12. REVIGO Gene Ontology treemaps of processes downregulated by loss of Klf9 function**, identified by GOrilla analysis of (A) single ranked gene list and (B) two unranked gene lists (target and background, with target genes having an adjusted p-value <0.05) obtained from differential gene expression analysis. Generated by REVIGO (<http://revigo.irb.hr/>).

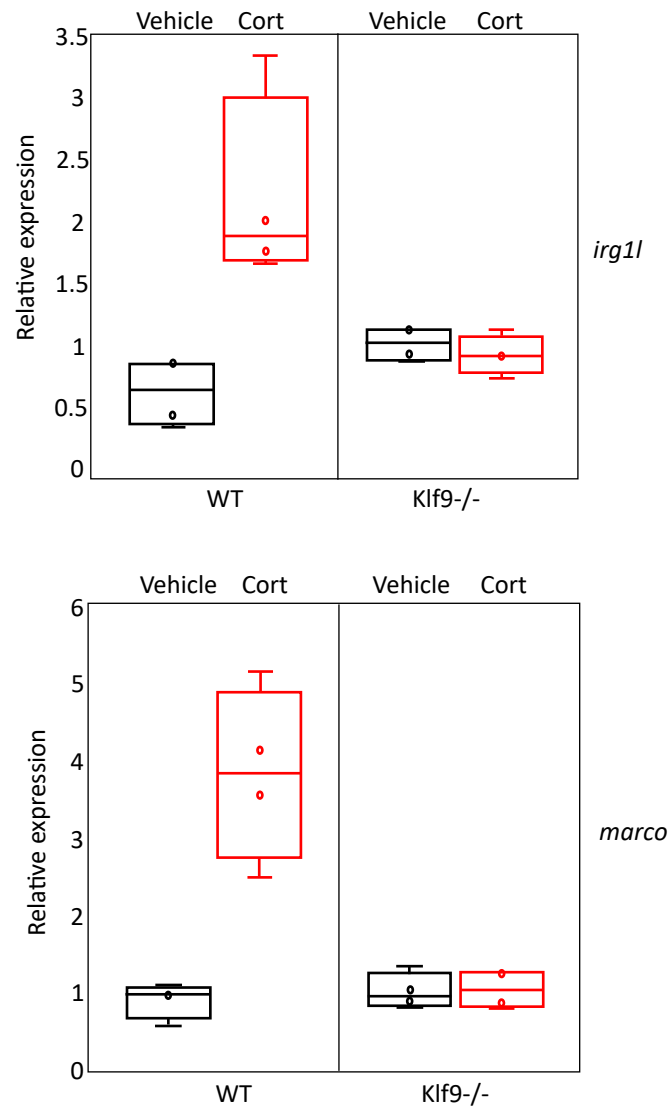

**Figure S14.** Relative expression levels of *irg1l* and *marco* measured by qRT-PCR, in the same RNA samples that were subjected to RNA-seq (see Fig. 4).

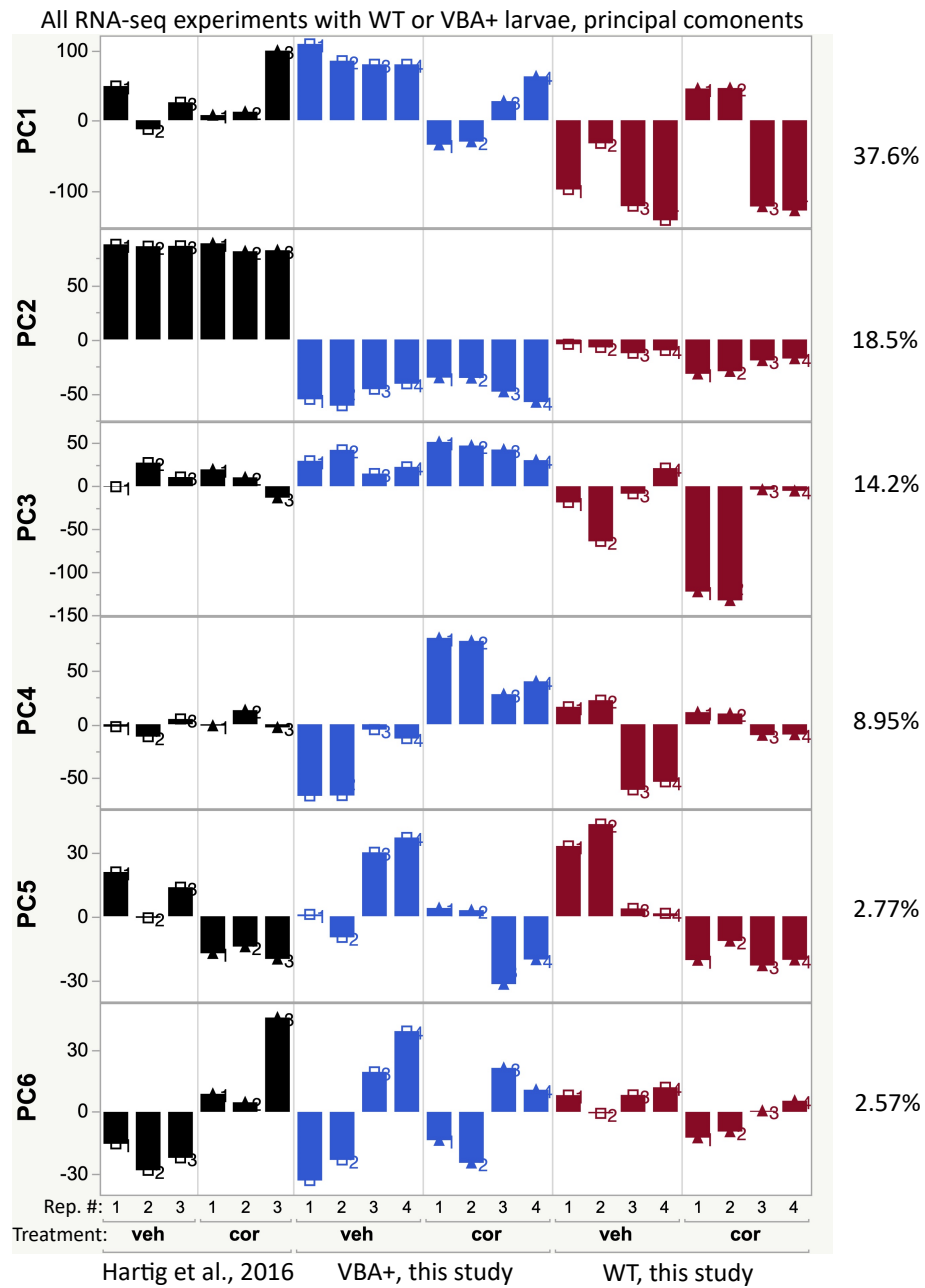

**Figure S15. Principal components of the variance in gene expression across three RNA-seq experiments examining the transcriptomic effects of chronic cortisol treatment.**

# Supplementary material for: Klf9 is a key feedforward regulator of the transcriptomic response to glucocorticoid receptor activity
**Source:** Sci Rep. 2020 Jul 10;10:11415. doi: 10.1038/s41598-020-68040-z
**Supplement:** Supplementary file 19 — Supplementary legends

**Supplementary Table Legends**

Table S1a: Biological Processes associated with genes differentially expressed in VBA+ vs. VBA- larvae (vehicle controls), identified by GOrilla analysis of single ranked lists

Table S1b: Biological Processes associated with genes differentially expressed in VBA+ vs. VBA- larvae (vehicle controls), identified by GOrilla analysis of two unranked lists

Table S2a: Biological Processes associated with genes differentially expressed in cortisol-treated vs. vehicle treated VBA+ larvae, identified by GOrilla analysis of single ranked lists

Table S2b: Biological Processes associated with genes differentially expressed in cortisol-treated vs. vehicle treated VBA+ larvae, identified by GOrilla analysis of two unranked lists

Table S3: Genes from intersections shown in Supplementary Figure S3C.

Table S4: Biological Processes associated with PC1 shown in Supplementary Figure S10, identified by GOrilla analysis of single ranked list of genes

Table S5a: Biological Processes associated with genes differentially expressed in *klf9*^-/-^ vs. wild type larvae (vehicle controls), identified by GOrilla analysis of single ranked lists

Table S5b: Biological Processes associated with genes differentially expressed in *klf9*^-/-^ vs. wild type larvae (vehicle controls), identified by GOrilla analysis of two unranked lists

Table S6: List of the 408 genes upregulated by cortisol treatment in wild-type but not *klf9*^-/-^ larvae

Table S7: Biological Processes associated with genes upregulated by cortisol in wild-type and *klf9*^-/-^ larvae, identified by GOrilla analysis of two unranked lists

Table S8: Biological Processes associated with PC5 shown in Figure 5 and Supplementary Figure S15, identified by GOrilla analysis of single ranked list of genes

Table S9: Biological Processes associated with PC2 shown in Supplementary Figure S15, identified by GOrilla analysis of single ranked list of genes

Table S10: Biological Processes associated with PC1 shown in Supplementary Figure S15, identified by GOrilla analysis of single ranked list of genes

Table S11: Annotated list of the 149 genes found to be upregulated by cortisol treatment in 2 or more of the RNA-seq experiments

Table S12: Biological Processes associated with the 149 genes upregulated by cortisol treatment in 2 or more of the RNA-seq experiments, identified by GOrilla analysis of two unranked lists

Table S13: HOMER motif enrichment analyses

Table S14: Statistical comparisons for the 149 genes found to be upregulated by cortisol treatment in 2 or more of the RNA-seq experiments

How the deposited data were processed for this re-analysis (not part of the article)

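RNA-seq of the *klf9* experiment was analysed, with 16 samples of 10 larvae at 5 dpf in 4 conditions (WT and *klf9*-/- larvae, each with vehicle or 1 µM cortisol) and 4 replicates per condition. The experiment with GR mutant larvae and the earlier cortisol experiment were not analysed here. The larvae of a condition came from 1 dish and developed in a cycle of 14 h light and 10 h dark. RNA of replicates 1 and 2 was prepared on day 1, when the 8 samples of that day all received lysis buffer first and were homogenized afterwards, and RNA of replicates 3 and 4 on day 2, when each sample was homogenized at once after the buffer was added.

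The authors trimmed single-end reads, aligned them with STAR to GRCz11 and counted them per gene with RSEM. They normalized the counts with EDASeq, for GC content within each sample and by full-quantile normalization between samples, added 0.1 and took log2. The values were checked to be whole numbers on the count scale, with the same sorted values and the same sum of 14653434 in each of the 16 samples. Raw counts and the number of reads per sample were not used here, so the depth is unknown, no counting error is given, and errors come from the spread between replicates alone. The authors' own tests used DESeq2 on counts. A model for normal log2 values took its place here because the values are normalized. The PCA likewise used these log2 values where the authors used rlog values.

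Genes with a mean of at least 5 normalized counts over all samples (21479 genes) were tested with limma 3.58.1 in R 4.3.3. The model had a mean for each condition and preparation day as a covariate, and eBayes was used with a trend. The comparisons were cortisol against vehicle in WT and in *klf9*-/- larvae, *klf9*-/- against WT with vehicle and with cortisol, the interaction of genotype and cortisol (the effect in WT minus that in *klf9*-/- larvae) and day 2 against day 1. The threshold was a Benjamini-Hochberg adjusted p under 0.05. Replicate numbers were checked for pairing across conditions. Between conditions, deviations of same-numbered samples from their condition mean correlated across genes with a median r of 0.46 over 24 pairs, and deviations from the mean of condition and day with a median of 0.00, so the numbers carried no more than the preparation day and the model has no term for pairs. Sets of genes were tested with fry of limma, two-sided for the direction of the set. Single values were compared by exact permutation tests and overlaps by Fisher's exact test. PCA used the genes with a mean log2 value of at least 7.5, and figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The model was tested on simulated data before use.

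The genes named singly are every gene that the paper names for this experiment and, for each comparison, the 5 largest changes in each direction among genes with an adjusted p under 0.05 and the same sign in the 4 differences between same-numbered replicates. Of these, the ones that bear on a statement of the paper are given with their values and the others as numbers and ranges. Of the 56 genes that the paper names, 51 were paired with 1 identifier by symbol, and 5 with several or none. The files and the annotation do not tell the a and b paralogs of TPI1, PFKM and SQLE apart, so both genes of each are given.

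The paper's lists of 408, 149 and 91 genes came from its Tables S6 and S11. In addition, 16 lists were written from general knowledge before the data were examined, as were the model, the threshold, the rule for naming genes and the alternatives below. The share of each list found in the files was 100% for macrophage markers, glucocorticoid receptor targets and ribosomal protein genes, 96.0% for cholesterol synthesis, 94.4% for immediate early, 91.3% for interferon-stimulated, 88.9% for synaptic and for circadian clock, 84.0% for glycolysis, 81.3% for liver, 80.0% for complement, 75.0% for muscle, 73.3% for neutrophil and for lens and retina, 68.8% for exocrine pancreas and 46.7% for erythrocyte genes. The parts of the interferon-stimulated, macrophage and neutrophil lists outside the list of 408 genes were measured after the values of the whole lists had been seen.

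The alternatives were a mean of at least 75 normalized counts (the number in the paper's limit, which its methods explain as 5 counts per sample on average), all 22959 genes that are not constant, 10 normalized counts added before log2, samples centred on their medians, no preparation day, replicate number in place of day, a separate mean for each condition and day, only the 8 samples compared, each day alone, eBayes without a trend, array weights, the paper's full limits (a mean of at least 75, an absolute log2 change of at least 0.5 and a standard error under 1), and each sample left out in turn. For the PCA they were the lower limit on the mean, values not scaled to unit variance, and each sample left out. The paper's full limits together with only the 8 samples compared were added after seeing the data.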

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

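Of the tests in this part, those of the axis between the days, of the single dish and of simulated equal effects on the interaction were chosen after the results they concern had been seen, and the others before.

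Among 168 combinations of a named gene and a condition, 6 had a sample far from the other 3. If the 4 samples were draws from a single normal distribution, 8.4 would be expected. The measure is the gap to the nearest sample over the whole range. It was 0.839 for *klf9* in replicate 2 of cortisol-treated WT larvae (511 against 330 to 354 normalized counts) and 0.899 for *histh1l1* in replicate 2 of vehicle-treated WT larvae (3625 against 4538 to 4654). It was 0.836 for *fbxo32* in the same sample (174 against 234 to 248) and 0.889 for the PFKM gene ENSDARG00000060797 in replicate 2 of cortisol-treated WT larvae (212 against 161 to 166). It was 0.839 for the SQLE gene ENSDARG00000063319 in replicate 4 of vehicle-treated WT larvae (16 against 7 to 8), and 1 for *irg1* in replicate 1 of cortisol-treated *klf9*-/- larvae, where the counts are 6 against 7 in each other sample. Each condition holds 2 samples of each preparation day, so its samples are not draws from a single distribution. The 8.4 therefore cannot tell whether 6 is more than chance gives, and no biological explanation was tested.

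A larger cortisol effect in WT than in *klf9*-/- larvae was found for 36 genes. When the labels of cortisol and vehicle were divided anew among the samples of each genotype, 5 of 100 divisions gave as many genes, the real one included, and 4 of the 26 divisions that kept both days on each side did. The other 4 all kept the real cortisol labels or their mirror in a genotype and so carry the cortisol effect, and these divisions decide nothing. When the labels of genotype were divided anew within each treatment, 9 of 100 divisions did, and 2 of the 27 that kept both days. A division of the samples between the genotypes other than the real one can thus give as many genes, mostly where it is uneven between the days. The other one that kept both days gave 87 genes, and its median difference for the 408 genes was −0.60, against 0.60 in the real one. These divisions were not checked for real genotype labels, or their mirror, kept within a treatment, which would carry the genotype effect. A chance division therefore stays open as an explanation. In simulations with the same true effect in both genotypes, 1 of 100 gave as many genes and the median number was 0, which argues against an equal effect in both genotypes under the spread of this model. A single library is not the source, since with each of the 16 left out from 22 (without replicate 3 of cortisol-treated WT larvae) to 51 genes (without replicate 4 of these) passed, although the number was 23 without replicate 2 of cortisol-treated WT or of cortisol-treated *klf9*-/- larvae. A larger share of macrophages in cortisol-treated WT larvae cannot be told apart from an effect of genotype on the response to cortisol. The median difference of interferon-stimulated genes exceeded that of macrophage markers by 0.53, but of 18 macrophage markers the study picked 9 for its list of 408 genes from these samples, as it did 13 of 17 interferon-stimulated genes. Among the other 9 and 4 genes, compared after this excess had been seen, it was 0.30, with 0.50, 0.95, −0.37 and 0.98 in replicates 1 to 4. A weaker response of every glucocorticoid receptor target in *klf9*-/- larvae cannot be told apart from a loss confined to some genes, because the median difference of 20 targets other than *klf9* was 0.13 (0.32 in WT and 0.14 in *klf9*-/- larvae), and 5 of the 20 are in the study's list. Each condition came from 1 dish, so an exposure or infection of the dish of cortisol-treated WT larvae cannot be told apart from an effect of genotype, since the design holds no other dish. Day 1 alone gave 8 genes with an interaction and day 2 alone 0. Handling that differed between the preparation days was not tested as a source of the 36 genes, and it stays open. A dependence of these genes on Klf9 therefore remains a hypothesis that may hold beside these explanations.

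The cortisol effect differed between the preparation days for 3477 genes in WT larvae and for 36 in *klf9*-/- larvae. Of the 18 divisions of the WT samples within days, 4 gave as many genes as the real one, itself included. All 4 kept the real cortisol labels on day 1 and so carry the cortisol effect, and the 12 with mixed labels on day 1 gave at most 6 genes, with the cortisol effect added to their spread. These divisions decide nothing, and a division without meaning stays open. The single axis that separates the days in *klf9*-/- samples may carry part of it. When the component along that axis was removed from each WT sample the number fell to 1126, against 3519 when the axis between *klf9*-/- replicates of the same day was removed instead. Across genes the WT effect of day 1 correlated with the day difference of *klf9*-/- samples (day 1 minus day 2) with r = 0.63. On day 1 all samples received lysis buffer before any was homogenized and on day 2 each was homogenized at once, so an effect of this handling remains open, and the cause was not tested. A single library is not the whole source, but libraries moved the number. It was 925 without replicate 3 and 6089 without replicate 2 of vehicle-treated WT larvae, 1118 without replicate 1 and 2951 without replicate 4 of these, and 2016, 1384, 1099 and 975 without replicates 1 to 4 of cortisol-treated WT larvae.

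Between *klf9*-/- and WT larvae treated with cortisol, a comparison that the paper does not report, 444 genes differed (131 higher and 313 lower in *klf9*-/- larvae). Of the 35 divisions of these 8 samples, 2 gave as many genes, the real one included. The other is the division by preparation day (3761 genes), and among the 18 divisions that keep both days on each side only the real one did. With the day in the model 444 genes pass, and on day 1 alone 129 and on day 2 alone 117. Leaving out single samples gave from 249 genes (without replicate 2 of cortisol-treated *klf9*-/- larvae) to 544, with 257, 292 and 276 without replicates 1, 2 and 3 of cortisol-treated WT larvae. Of the 51 tested genes within 50 genes of *klf9*, 9 differed, against 274 of 14504 other genes with a known place (Fisher's exact test, p = 5.2e-07), and 41 of these lie among the 791 on the rest of chromosome 5. Variation linked to the *klf9* locus may explain some of the 444, and how many was not tested. In vehicle-treated larvae Fisher's exact test gave p = 5.6e-07. A difference of genotype and a difference between the single dishes cannot be told apart for the remainder, since each condition came from 1 dish.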

How the results depend on the processing

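The addition of the paper's full limits together with only the 8 samples compared was chosen after seeing the data, and no other setting was. The cause of a change was not tested, except where a setting by its construction tests fewer genes or fewer samples. Centring the samples on their medians moved no result, because full-quantile normalization had already given every sample the same values, so it says nothing about stability.

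The median differences of the 408 and the 149 genes kept their direction and stayed within their spread between replicates under every alternative run, with 0.56 to 0.68 and 0.37 to 0.47 across the 16 fits that each left out one sample. The other comparisons moved. The numbers that follow give, where each moved (numbers of genes beyond 1.5 times, shares beyond their spread), genes raised and lowered by cortisol in WT larvae (1003 and 857) and in *klf9*-/- larvae (504 and 539), genes higher and lower in vehicle-treated *klf9*-/- larvae (47 and 79), genes changed in cortisol-treated *klf9*-/- larvae (444), genes with an interaction (36), and the share of genes raised in WT but not in *klf9*-/- larvae (83.0%).

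Without preparation day in the model the numbers were 89 and 8 in WT larvae, 0 and 0 in *klf9*-/- larvae (1453 genes with an unadjusted p under 0.05), 9 higher and 8 lower, 117 changed, 2 with an interaction and a share of 100%. A separate mean for each condition and day gave 2584 and 3095, 1974 and 2302, 201 and 295, 767, and a share of 59%. Day 1 alone gave 3207 and 3365, 198 and 167, 4 and 10, 129, 8 with an interaction and 94.9%. Day 2 alone gave 339 and 25, 204 and 58, 23 and 26, 117, 0 with an interaction (1743 with an unadjusted p under 0.05) and 71.4%. With only the 8 samples compared the cortisol numbers were 263 and 21 in WT and 1174 and 1389 in *klf9*-/- larvae. Array weights gave 1332 and 1637 in *klf9*-/- larvae, 115 and 206 with vehicle, 670 with cortisol, 55 with an interaction and 70.2%. Replicate number in place of day gave 449 lowered in WT larvae, 244 and 230 in *klf9*-/- larvae, and 37 lower with vehicle. Without a trend in eBayes 434 were lowered in WT and 209 and 213 changed in *klf9*-/- larvae. With a mean of at least 75, which tests fewer genes, 31 were higher with vehicle, 143 changed with cortisol, 10 had an interaction and the share was 68.2%. The paper's full limits, which also leave out genes, gave 367 and 209, 206 and 164, 18 and 42, 131, 13 with an interaction and 3975 genes for the preparation day (13559). Together with only the 8 samples compared they gave 112 and 12 in WT larvae, 347 lowered in *klf9*-/- larvae, 25 and 43 with vehicle, 180 with cortisol and 73.2%. The first component of the PCA held 49.0% of the variance with the lower limit on the mean and 73.3% without scaling to unit variance (58.3%), and after scaling within days 29.3% and 52.4% (36%). Under all other alternatives run, the comparisons stayed within 1.5 times or within their spread. The interaction was not always larger in WT larvae. It was smaller for 3 genes (larger for 44) with a separate mean for each condition and day, for 1 (7) on day 1 alone and for 4 (51) with array weights. With samples left out it was smaller for 10 (31) without *klf9*-/- vehicle replicate 4, for 1 (45) without WT vehicle replicate 3 and for 1 (50) without WT cortisol replicate 4.

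Across the 16 fits that each left out one sample, genes raised in WT larvae ranged from 287 (without replicate 1 of cortisol-treated WT larvae) to 1850 (without replicate 3 of vehicle-treated WT larvae), with 314 without WT cortisol replicate 2 and 349 and 476 without WT vehicle replicates 1 and 4. Genes lowered in WT larvae ranged from 53 to 1785 for the same samples. They were 70 and 1731 without WT cortisol replicates 2 and 4, 85, 313 and 172 without WT vehicle replicates 1, 2 and 4, 512 and 571 without *klf9*-/- vehicle replicates 2 and 4, and 531 without *klf9*-/- cortisol replicate 1. In *klf9*-/- larvae genes raised ranged from 0 to 1310 and genes lowered from 0 to 1542, both highest without WT vehicle replicate 1. Without *klf9*-/- vehicle replicates 1, 2 and 3 or *klf9*-/- cortisol replicates 1 and 3, 0 were lowered and 1, 0, 0, 0 and 0 raised (4652, 4651, 5607, 4917 and 4657 with an unadjusted p under 0.05). Without *klf9*-/- cortisol replicate 2 the numbers were 120 and 93, without WT vehicle replicate 4 they were 276 and 247, and without WT vehicle replicate 2 330 were lowered. Genes higher in vehicle-treated *klf9*-/- larvae ranged from 22 (without *klf9*-/- vehicle replicate 3) to 68, with 30 without WT vehicle replicate 2 and 24 without *klf9*-/- vehicle replicate 2. Genes lower ranged from 24 (without WT vehicle replicate 2) to 170 (without *klf9*-/- vehicle replicate 4), with 45 and 46 without WT vehicle replicates 3 and 4, and 50, 33 and 29 without *klf9*-/- vehicle replicates 1, 2 and 3. With cortisol the range was 249 to 544, with 249 without *klf9*-/- cortisol replicate 2 and 257, 292 and 276 without WT cortisol replicates 1, 2 and 3. The interaction ranged from 22 (without WT cortisol replicate 3) to 51 genes, with 23 without WT cortisol replicate 2 and 23 without *klf9*-/- cortisol replicate 2. The preparation day ranged from 12707 to 13922 genes, and the share from 69.1% (without WT vehicle replicate 1) to 100% (without *klf9*-/- vehicle replicates 2 and 3 or *klf9*-/- cortisol replicates 1 and 3). The first component held 56.3% to 59.7% of the variance, and within days 34.4% to 38.3%.

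Of 59 results for single genes, 107 values under the alternatives became weaker, 35 stronger and 6 reversed, and 638 did not change. With 1 library left out, 67 changed (48 weaker, 12 stronger and 7 reversed) and 877 did not. The difference of *smarca5* between vehicle-treated *klf9*-/- and WT larvae (−0.01) became 0.037 on day 1 alone and 0.035 with array weights, and ranged from −0.071 to 0.054 with samples left out, positive without WT vehicle replicate 1 or *klf9*-/- vehicle replicate 3 or 4. The cortisol effect of *eif5a* in WT larvae (−0.18) became 0.046 on day 2 alone. That of *irg1l* in *klf9*-/- larvae (0.13) became −0.038 on day 1 alone and ranged from −0.068 (without *klf9*-/- cortisol replicate 3) to 0.23. The PFKM gene ENSDARG00000014179 (0.15) had −0.057 on day 1 alone. The TPI1 gene ENSDARG00000025012 (0.07) had −0.33 on day 2 alone and ranged from −0.074 to 0.20, negative without WT vehicle replicate 2 or *klf9*-/- vehicle replicate 1 or 2.

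Not run were the interaction and the gene lists with only the 8 samples compared, the gene lists under the paper's full limits, and the preparation day without a day term, with replicate number in place of day, on 1 day alone or in 8 samples.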

Differences from the paper's values

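The tests and alternatives named in this part were set before the data were examined, except for the paper's full limits with only the 8 samples compared, which were chosen after seeing the values.

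In vehicle-treated larvae, 126 genes changed with loss of *klf9* against the paper's 239, 47 were higher against the paper's 100 and 79 lower against the paper's 139. Of the alternatives, array weights came within 1.5 times of the paper's values (321, 115 and 206), as did leaving out replicate 4 of vehicle-treated *klf9*-/- larvae (238, 68 and 170), and no other setting run did for all 3 numbers. The 126 genes were called without the paper's full limits, which gave 60 genes, 18 higher and 42 lower, further from the paper's values.

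Genes raised by cortisol in WT larvae alone numbered 832 against the paper's 408. A mean of at least 75 normalized counts gave 467 and the paper's full limits gave 303, both within 1.5 times, as were 429 without replicate 4 of vehicle-treated WT larvae and 273 without replicate 2 of cortisol-treated WT larvae. The remaining alternatives did not come within 1.5 times. Genes raised in *klf9*-/- larvae alone numbered 333 against the paper's 903. A separate mean for each condition and day gave 918, only the 8 samples compared gave 1117, array weights gave 1014 and leaving out replicate 1 of vehicle-treated WT larvae gave 1202, all within 1.5 times, and the remaining alternatives did not come within it. The paper's group raised in *klf9*-/- larvae alone is larger than its group raised in WT larvae alone. Here it was the smaller one, but it was the larger with only the 8 samples compared (1117 against 206), with array weights (1014 against 749), and without replicate 1 of vehicle-treated WT (1202 against 241) or replicates 1 or 2 of cortisol-treated WT larvae (439 against 249, and 481 against 273). It was also the larger with the 8 samples and the paper's full limits, chosen after seeing the values (355 against 82).

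For its joint re-analysis the paper shows about 230 genes raised and about 17 lowered by cortisol in these WT larvae in Fig. 6A, read by eye, against 1003 and 857 here. Only the 8 samples compared gave 263 and 21 and day 2 alone gave 339 and 25, both within 1.5 times of the paper's values, as were 287 and 314 genes raised without replicates 1 and 2 of cortisol-treated WT larvae. The other alternatives set beforehand did not come within it for either number. The 8 samples with the paper's full limits, chosen after seeing the values, gave 12 lowered genes.

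The paper counts *c3b*, *c3c*, *c4* and *cfb* among the genes higher with loss of *klf9*. Here they rose by 1.1, 0.63, 1.12 and 0.40 with adjusted p of 0.052, 0.39, 0.080 and 0.56. For *c3b* the adjusted p was under 0.05 with all genes that are not constant, with 10 normalized counts added, with a separate mean for each condition and day, with only the 8 samples compared, also with the paper's full limits (chosen after seeing the values), with array weights, and without replicate 2 of cortisol-treated WT, replicate 4 of vehicle-treated *klf9*-/- or replicate 3 of cortisol-treated *klf9*-/- larvae. For *c3c* it was so with a separate mean for each condition and day, on day 2 alone and with the 8 samples, with or without the paper's full limits, and for *c4* with a separate mean for each condition and day, the 8 samples and array weights. No setting run did so for *cfb*. The paper names *tpi1b*, *pfkmb* and *smarca5* as well. The TPI1 gene ENSDARG00000040988 (0.39, adjusted p = 0.14) passed with a separate mean for each condition and day and on day 2 alone, the PFKM gene ENSDARG00000060797 (0.53, adjusted p = 0.13) on day 2 alone and without replicate 2 of vehicle-treated *klf9*-/- larvae, and the other genes of these symbols (0.07 and 0.15) and *smarca5* (−0.01) under no setting. The entry in Table S5 of the paper that is described as similar to *smarca5* is named *smarca1* in RefSeq. The gene *smarca1* (ENSDARG00000012776), looked up after seeing the values, was higher by 0.47 with an adjusted p of 0.011, so for this entry the call here is the same as the paper's. The alternatives were not run for *smarca1*.

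The paper counts *faxdc2*, *sqlea*, *sc5d* and *lss* among the genes lower with loss of *klf9*. Here *faxdc2* (−0.56, adjusted p = 0.11) passed with a separate mean for each condition and day and on day 1 alone, *sc5d* (−0.83, adjusted p = 0.096) with a separate mean for each condition and day, and *lss* (−0.88, adjusted p = 0.26) and the SQLE genes (−0.57 and −1.19) under no setting.

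The paper lists *socs3b* among the genes raised by cortisol in WT larvae. Here its effect was 0.57 with an adjusted p of 0.062, under 0.05 with a separate mean for each condition and day, on day 1 alone, and without replicate 4 of cortisol-treated WT or replicate 3 of cortisol-treated *klf9*-/- larvae. The paper lists *fbxo32* as raised in WT larvae in all experiments. Here it rose by 0.79 with an adjusted p of 0.053, under 0.05 with 10 normalized counts added, a separate mean for each condition and day, the 8 samples (with or without the paper's full limits), array weights, and without replicate 1 of vehicle-treated or replicates 3 or 4 of cortisol-treated *klf9*-/- larvae. The paper gives *stat4* as not raised in *klf9*-/- larvae. Here it rose by 0.51 with an adjusted p of 0.034, and did not pass without preparation day, on day 1 or day 2 alone, under the paper's full limits (with all samples or with the 8; its mean count lies below their limit), or without replicates 1, 2 or 3 of vehicle-treated or 1, 2 or 3 of cortisol-treated *klf9*-/- larvae. The paper places the *irf1* gene in its list of 149 genes. Table S11 of the paper holds *stat4* but not *irf1a*. The paper gives *irf1a* as not raised in *klf9*-/- larvae. Here it was not called, but it was with a separate mean for each condition and day, only the 8 samples compared, array weights and without replicate 1 of vehicle-treated WT larvae. The paper gives *eif5a* as stable across treatments and genotypes. Here its fall with cortisol was called in WT larvae on day 1 alone and in *klf9*-/- larvae with a separate mean for each condition and day, with array weights and without replicate 4 of vehicle-treated *klf9*-/- larvae.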

Other observations

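The tests of genes chosen on 1 day and of simulated equal effects on the genes raised in WT larvae alone were chosen after the results they concern had been seen, and the other tests in this part before.

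Of the 35 divisions of the 8 WT samples, 1 (the real one) gave as many genes changed by cortisol as were found, and the same held for 1 of 35 in *klf9*-/- larvae. For vehicle-treated *klf9*-/- against WT larvae 2 of 35 divisions did. The other was the division by preparation day (3730 genes), and among the 18 that keep both days on each side only the real one gave as many. For the preparation day 1 of 100 divisions did, the real one.

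For the difference of cortisol effects between the genotypes, 23 of 100 divisions of treatment within genotypes gave a median for the 408 genes as large as the real one, which is included, and 9 of the 26 that kept both days on each side did. For the 149 genes these numbers were 31 of 100 and 11 of 26. Under divisions of genotype within treatments 2 of 100 gave as large a median for the 408 genes and 6 of 100 for the 149 genes. Of the 27 that kept both days on each side, 1 (the real one) did for the 408 genes. For the 149 genes 2 of the 27 did, the real one included. The study chose the 408 genes, and in part the 149, on these labels, so these divisions decide nothing, and a division of the samples without meaning stays open for both lists.

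A gene can pass a threshold in one genotype and not in the other while its true effect is equal in both. In 34 of 90 simulations with equal effects, the share of genes raised in WT but not in *klf9*-/- larvae was at least the 83.0% found, so the share may arise without a difference in effect. For genes raised in *klf9*-/- but not in WT larvae (66.1%), 50 of 90 simulations gave at least that share. The effects in these simulations were shrunk (shrinkage 0.79), and the median number of genes raised in WT larvae was 49.5, against 1003 found. With effects not shrunk that median was 726. In that version 19 of 100 simulations reached the share found in WT larvae (median 54.1%), and 38 of 100 that in *klf9*-/- larvae (median 55.7%).

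Genes raised in only one genotype on one day (unadjusted p under 0.01, log2 effect at least 0.5, and less in the other genotype) were measured on the other day, so that choice and measurement used different samples. The 933 genes chosen in WT larvae on day 1 had a median difference of effects of 0.01 on day 2 (−0.01 and 0.05 in its replicates, 51.7% of genes higher in WT larvae). Their median WT effect was 0.79 on day 1 but 0.095 on day 2, against 0.12 in *klf9*-/- larvae on day 2. Little cortisol effect was thus left on day 2 in which the genotypes could differ. The choice itself and a cortisol effect that differs between the days cannot be told apart as the source of their excess on day 1. The 293 chosen in WT larvae on day 2 had a median difference of 0.54 on day 1 (0.69 in WT and 0.09 in *klf9*-/- larvae, 0.67 and 0.44 in its replicates, 74.7% of genes higher in WT larvae), which argues against the choice as the whole source for these. The 132 chosen in *klf9*-/- larvae on day 1 had −0.28 on day 2, with 21.2% of genes higher in WT larvae. Most of them thus kept their direction, but the replicates of day 2 were far apart (−0.48 and −0.05), so the choice as the source stays open. The 288 chosen on day 2 had 0.084 on day 1 (0.24 and −0.10 in its replicates, 60.1% of genes higher in WT larvae), so their excess on day 2 may come from the choice itself. The samples of both days came from the same dishes.

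Genes near *klf9* changed more often with its loss in vehicle-treated larvae than others (6 of 51 against 81 of 14504, Fisher's exact test, p = 5.6e-07), and 20 of 791 other genes of chromosome 5 changed. Variation linked to the *klf9* locus, carried with the mutation, may explain the changes of these neighbours, ABHD17B (−0.49), *cyp1d1* (0.77), *histh1l1* (−1.86), MFSD3 (−0.60), *tcn2* (−0.81) and TMC1 (2.38), which were named after their values were seen. An effect of Klf9 on its neighbours was not tested and stays open. The 20 changed genes on the rest of chromosome 5 are counted among the 81. Linked variation may explain some of these 20 as well, and how many was not tested. The order of genes along the chromosome was that of the GRCz12tu assembly.

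The fall of cholesterol synthesis genes in vehicle-treated *klf9*-/- larvae had a median of −0.46 on the day with the smaller fall and −0.50 on the other, which argues against 1 preparation day as its source. The median was −0.46 in cortisol-treated larvae as well (24 of 24 genes lower, fry, adjusted p = 0.0030). Linked variation acting through a regulator of these genes, and the single dishes, stay open as untested.

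Results of the 16 lists that are not given with the statements of the paper follow as median log2 values, with the adjusted p of fry over 96 tests in parentheses. With cortisol in WT larvae they were 0.53 for complement genes (0.012, with 21 of 21 higher), 0.35 for glucocorticoid receptor targets (0.0056), −0.15 for glycolysis genes (0.017), −0.50 for lens and retina genes (0.021), 0.28 for liver genes (0.062), −0.35 for synaptic genes (0.072), 0.19 for ribosomal protein genes (0.12), 0.67 for exocrine pancreas genes (0.17), 0.29 for erythrocyte genes (0.35), 0.10 for immediate early genes, −0.08 for muscle genes, −0.07 for circadian clock genes and 0.04 for cholesterol synthesis genes. With cortisol in *klf9*-/- larvae they were 0.27 for complement genes (0.25), 0.18 for receptor targets (0.26), −0.28 for lens and retina genes (0.040) and −0.31 for synaptic genes (0.073). Between days they were 0.38 for circadian clock genes, 0.48 for lens and retina genes, 0.31 for immediate early genes, 0.20 for muscle genes, −0.40 for liver genes, −0.42 for complement genes, −0.49 for erythrocyte genes and −0.46 for interferon-stimulated genes. Between *klf9*-/- and WT larvae with cortisol they were −1.05 for interferon-stimulated genes, −0.46 for macrophage markers, −0.31 for neutrophil markers, −0.19 for receptor targets (0.012) and 0.25 for glycolysis genes (1.7e-04). For cortisol in *klf9*-/- larvae, macrophage markers were higher in 18 of 18 genes (fry, adjusted p = 0.011) and neutrophil markers in 10 of 11 (fry, adjusted p = 0.025). The adjusted p of fry was 0.11 for interferon-stimulated genes there. In WT larvae it was 1.5e-05, 1.5e-05 and 3.0e-06 for these lists in the same order. Each list and comparison without a median printed here or with a statement of the paper had an adjusted p of 0.05 or more. The 408 genes of the study were also lower on day 2, with a median of −0.57.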
